# Jejunal and pancreatic transcriptomic adaptations underpin enhanced performance in broilers fed sugarcane bagasse-supplemented diets

**DOI:** 10.1186/s12864-026-12978-3

**Published:** 2026-05-22

**Authors:** Collins Amponsah Asiamah, Sarbast K. Kheravii, Sosthene Musigwa, Shu-Biao Wu, Sara de las Heras-Saldana

**Keywords:** Sugarcane bagasse, Jejunum, Pancreas, Transcriptome, Differentially expressed genes

## Abstract

**Background:**

This study investigated the transcriptomic changes in the jejunum and pancreas of broiler chickens fed a diet supplemented with sugarcane bagasse (SB) to elucidate the physiological response of broilers to insoluble dietary fiber.

**Results:**

A total of 168 0-day-old Ross 308 male broiler chicks were randomly allocated to two dietary treatments: a control diet or a diet supplemented with 2% SB, each consisting of six replicate pens (14 broilers/pen). Broilers were fed starter (d 0–10) and grower (d 11–24) diets, with SB added over the top to dilute the feed. Performance parameters were measured at d 10 and 24, and RNA sequencing was conducted on six broilers/treatment from jejunal and pancreatic tissues. Differentially expressed genes (DEGs) were identified (significant threshold at absolute log_2_ (fold change) ≥ 1 and *P* < 0.05) and functionally annotated using gene ontology (GO; gene counts ≥ 2 and *P* < 0.05 as significant) analysis. Compared with the control broilers, SB-fed broilers presented significantly (*P* < 0.05) greater weight gain and improved feed conversion ratio at the end of the grower phase. A total of 41 (18 upregulated and 23 downregulated) jejunal and 125 (36 upregulated and 89 downregulated) pancreatic DEGs were identified from the differential expression analysis. The SB-fed broilers showed coordinated upregulation of DEGs involved in nutrient transport (*TRPM3*, *SLC16A4*, *FFAR4*, and *RBP4A*), epithelial integrity (*WNT9A*, *GAL3ST2*, *TFF3*, and *AGR2*), immune activation (*DUOX2* and *MHCY6*), and growth regulation (*POU1F1*). Gene ontology enrichment further revealed significant activation of biological processes, including maintenance of the gastrointestinal epithelium, gastric acid secretion, sodium ion transport, and response to oxidative stress, in the pancreatic tissue.

**Conclusion:**

These findings reveal that SB supplementation triggers beneficial, tissue-specific transcriptomic adaptations that support nutrient uptake, epithelial repair, immune response, and oxidative balance, thereby enhancing growth. This study offers new insights into how broilers respond to dietary fiber supplementation at the transcriptomic level, supporting the strategic use of SB in sustainable poultry production.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-026-12978-3.

## Background

The poultry industry has made significant progress toward sustainability through various dietary and nutritional strategies. These include protein and energy modifications, increased grain particle size, dietary fiber inclusion, and the addition of feed additives [1–3]. These strategies enhance digestive efficiency, optimize nutrient utilization, and support gut health, thereby improving performance while minimizing environmental impact.

Poultry diets are formulated to balance protein and dietary energy by combining various ingredients, including legumes and cereal grains. However, the high demand for these ingredients for food and biofuel has increased their costs [4]. To alleviate this problem, alternative agricultural products, including wheat middlings, soy hulls, oil cakes, distillers dried grains with solubles, and sugar beet pulp, have been used in poultry diets [5–7]. These ingredients, however, contain high levels of dietary fiber, mainly composed of non-starch polysaccharides (NSP), lignin, and other indigestible carbohydrates [8]. Earlier studies considered dietary fiber an antinutritional factor due to its adverse effects on nutrient digestibility and performance in broiler chickens [9]. These adverse effects could result from the high amounts (187 and 375 g/kg) and the fiber sources used (pea fiber, wheat bran, or oat bran). However, recent research has shown that moderate inclusion of dietary fiber at 2 and 3% may positively affect the gastrointestinal tract (GIT) development, gizzard development, enzyme production, digestive physiology (nutrient digestion, fermentation, and absorption processes), intestinal integrity, beneficial microbiota, and immune functions [2, 6, 10]. These mechanisms collectively enhance nutrient utilization and growth performance of poultry [2, 6, 10].

Sugarcane bagasse (SB) is a highly fibrous byproduct of the sugar industry that has attracted interest as a potential dietary fiber source in poultry nutrition. It is composed of approximately 35% to 50% cellulose, 20% to 25% hemicellulose, and 15% to 25% lignin [11, 12]. It has been shown that SB may influence gut health and digestion through microbial fermentation and the production of short-chain fatty acids (SCFA), which serve as energy sources for intestinal epithelial cells in broiler chickens [13, 14]. Studies incorporating 2% SB into a coarsely ground corn-based diet revealed improved weight gain (WG) and feed conversion ratio (FCR), intestinal protein and starch digestibility, and upregulated digestive enzyme genes (*PGA5* and *PGC*) in the proventriculus at d 24 in broiler chickens [2, 15, 16]. Supplementing 2% SB in broiler diets increased the expression of digestive enzymes (*AMY2A* and *CELA1* ) in the pancreas, but *CAT1* and *GLUT2*, both nutrient transporters, were increased and decreased, respectively, in the jejunum [15]. Despite these highlighted benefits of dietary fiber, the molecular mechanisms by which SB supplementation, particularly in coarsely ground corn-based diet, affects nutrient absorption, intestinal integrity, immunity, and metabolic regulation remain poorly understood.

The jejunum is the primary site for nutrient absorption, transporter activity, intestinal barrier maintenance, and immune defense [17, 18], whereas the pancreas plays a critical role in the secretion of digestive enzymes to hydrolyze proteins, fats, and carbohydrates into monomers for absorption [19]. Exploring transcriptomic changes in these tissues may provide insight into the mechanisms underlying fiber-driven metabolic adaptations in broilers. Thus, this study employs RNA sequencing (RNA-seq) to investigate the transcriptomic profiles in the jejunum and pancreas of broilers fed diets supplemented with SB. This study hypothesizes that fiber supplementation would induce beneficial transcriptomic changes that enhance digestive function by modulating differential gene expression related to nutrient transport, intestinal integrity, enzyme activity, immunity, and metabolism in broiler chickens. This research offers novel insights into the molecular mechanisms underlying fiber utilization in broilers, thereby contributing to the development of improved dietary strategies for sustainable poultry production.

## Materials and methods

### Experimental design, broiler management, and diet

The experimental design, broiler management, and diet preparation followed the procedures described by Kheravii et al. [15], with slight modifications in this study. Briefly, 168 0-day-old Ross 308 male broiler chicks (Baiada Hatchery, Tamworth, New South Wales, Australia) were weighed and randomly assigned to 12 floor pens, each measuring 75 cm × 120 cm, with 14 broilers per pen (stocking density approximately 15.56 broilers/m²). Male chicks were used to minimize sex-related biological variations and to improve comparability among dietary treatments. The broilers were randomly allocated to two dietary treatments: 0% or 2% sugarcane bagasse (SB) in a coarsely ground corn (3,576 μm) diet, with six replicates per treatment. The 2% SB inclusion level was selected based on previous broiler studies reporting benefits to performance and digestive function at this practical low inclusion rate [2, 15, 16]. Diets were formulated based on Ross 308 specifications [20]. The starter (d 0 to 10) and grower (d 11 to 24) diets were prepared, with SB included by diluting the complete feed with 2% SB added on top. All diets were thoroughly mixed and cold-pelleted at 65 °C. Each pen was equipped with a single tube feeder and 2 nipple drinkers. Broilers had *ad libitum* access to feed and water. Housing conditions, including lighting, temperature, and relative humidity, adhered to Ross 308 management guidelines [20]. The room temperature was kept around 30 °C for the first 3 days and then gradually lowered by 2–3 °C each week until reaching 21 °C by d 24. During the first week, a 23-hour light and 1-hour dark cycle was used, followed by a 20-hour light and 4-hour dark cycle afterward. Relative humidity was maintained between 50% and 60% throughout the entire experiment. The SB used was supplied by the FCR Consulting Group, Brisbane. Its chemical composition was analyzed on an “as is” basis for total NSP and lignin, following the methods described by Englyst et al. [21] and Kirk and Obst [22], respectively. The SB contained 6.1 g/kg free sugar, 191 g/kg lignin, 534 g/kg insoluble NSP, and 1.9 g/kg soluble NSP [15]. The ingredients and calculated nutrient compositions of the experimental diets are detailed in Table 1 [15].

**Table 1:** Composition and calculated nutrient content of base diet (%)

Ingredients	Starter (d 0–10)		Grower (d 11–24)	
	Control	SB	Control	SB
Corn	60.60	59.39	62.30	61.05
Soybean meal	32.60	31.95	29.30	28.71
Meat and bone meal	3.00	2.94	3.60	3.53
Canola oil	0.64	0.63	1.91	1.87
Sugarcane bagasse	0.00	2.00	0.00	2.00
Limestone	0.97	0.95	0.81	0.79
Dicalcium phosphate	0.61	0.60	0.27	0.26
Phytase^a^	0.01	0.01	0.01	0.01
Salt	0.15	0.15	0.16	0.16
Na bicarbonate	0.22	0.22	0.20	0.20
Vitamin-mineral^b^	0.20	0.20	0.20	0.20
Choline	0.11	0.11	0.10	0.10
L-lysine HCl 784	0.31	0.30	0.23	0.23
D, L-methionine	0.39	0.38	0.34	0.33
L-threonine	0.20	0.20	0.15	0.15
TiO_2_	0.00	0.00	0.50	0.49
Total	100.00	100.00	100.00	100.00
Nutrients				
ME (kcal/kg)	3,000	2,940	3,100	3,038
Crude protein	22.20	21.76	21.00	20.58
Crude fat	2.85	2.79	4.14	4.06
Crude fiber	2.07	2.95	2.01	2.89
SID arginine	1.37	1.34	1.27	1.24
SID lysine	1.28	1.25	1.15	1.13
SID methionine	0.68	0.67	0.62	0.61
SID methionine + Cysteine	0.95	0.93	0.87	0.85
SID tryptophan	0.24	0.24	0.23	0.23
SID isoleucine	0.86	0.84	0.81	0.79
SID threonine	0.86	0.84	0.77	0.75
SID valine	0.99	0.97	0.94	0.92
Starch	35.80	35.08	36.80	36.06
NSP soluble	0.43	0.43	0.40	0.40
NSP insoluble	5.64	6.60	5.45	6.41
Calcium	0.96	0.94	0.87	0.85
Available phosphorus	0.48	0.47	0.44	0.43
Sodium	0.16	0.16	0.16	0.16
Chloride	0.25	0.25	0.24	0.24
Choline	0.17	0.17	0.16	0.16

*SID* Standard ileal digestible, *NSP* Non-starch polysaccharide, *ME* Metabolizable energy, *SB* Sugarcane bagasse

^a﻿^Phyzyme XP5000G (100 g/mt) Dupont

^b﻿^Vitamin-mineral concentrate supplied per kilogram of diet: retinol, 12,000 IU; cholecalciferol, 5,000 IU; tocopheryl acetate, 75 mg, menadione, 3 mg; thiamine, 3 mg; riboflavin, 8 mg; niacin, 55 mg; pantothenate, 13 mg; pyridoxine, 5 mg; folate, 2 mg; cyanocobalamine, 16 µg; biotin, 200 µg; cereal-based carrier, 149 mg; mineral oil, 2.5 mg; Cu (sulphate), 16 mg; Fe (sulphate), 40 mg; I (iodide), 1.25 mg; Se (selenate), 0.3 mg; Mn (sulphate and oxide), 120 mg; Zn (sulphate and oxide), 100 mg; cereal-based carrier, 128 mg; mineral oil, 3.75 mg

### Performance and sample collection

Broilers and leftover feed in each pen were weighed at the end of the starter (d 10) and grower (d 24) phases. On d 24, one broiler from each pen was randomly selected and euthanized by cervical dislocation for proximal jejunum and pancreatic tissue collection. An approximately 2 cm segment from each tissue was excised, rinsed with sterile 4 °C phosphate-buffered saline (PBS), and placed into a 2 mL Eppendorf tube. The PBS was kept at 4 °C during sampling by refilling a small working bottle from a refrigerated stock as needed. The samples were snap-frozen in liquid nitrogen and stored at -80 °C for RNA extraction.

### RNA extraction and sequencing

Total RNA was extracted from each sample using TRIsure™ (Cat# BIO-38032, Bioline, Sydney, Australia) following the manufacturer’s instructions. The RNA concentration and purity were measured using a NanoDrop ND-8000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA), and RNA integrity was assessed with an Agilent 2100 Bioanalyzer and the RNA 6000 Nano Kit (Agilent Technologies, Inc., Waldron, Germany). The RNA samples with A260/230 values > 1.8, A260/280 values ranging from 1.8 to 2.0, and RNA integrity numbers (RIN) > 7.5 were considered high quality. In the present study, the RIN of the samples ranged from 7.5 to 10. The RNA samples were processed and sequenced by the Australian Genomic Research Facilities (Melbourne, Vic., Australia). Image analysis was performed in real-time by the NovaSeq Control Software v1.7.5 and Real-Time Analysis v3.4.4, which were run on the instrument computer for real-time base calling. The Illumina DRAGEN BCL Convert 07.021.624.3.10.8 pipeline was subsequently used to generate the FASTQ sequencing files.

### Transcriptome mapping and assembly

The quality of the raw sequencing reads was evaluated via FastQC v.0.12.0 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) [23], and low-quality reads, and adapters were filtered via Trimmomatic v.0.39 software [24]. Reads containing adapter sequences, more than 10% unknown nucleotides, and low Phred scores (Q < 30) were removed to ensure high-quality sequence data. Cleaned reads were then aligned to the *Gallus gallus* reference genome (GRCg7b) using STAR v.2.7.9 software [25]. The mapped reads were assembled using HTSeq v.2.0.3 [26] to generate a gene count matrix for downstream analyses.

### Differential expression analysis and functional annotation

Before performing the differential expression analysis, genes with low-expression levels were filtered, and gene expression values were normalized using the filterByExpr and calcNormFactors functions based on the trimmed mean of M-values method in the edgeR package v.4.0.16 [27]. A principal component analysis (PCA) was conducted to explore variation across samples and detect potential outliers that could influence downstream analysis. Outliers, identified as samples deviating significantly from their respective diet groups, confirmed by lower performance in the pancreas and higher RNA concentration in the jejunum, were excluded from further analyses. A generalized linear model (GLM) was fitted to the data using the glmQLFit function in edgeR v.4.0.16 [28] to assess differential gene expression between the control and SB diets. Differentially expressed genes (DEGs) were identified using an absolute log_2_(fold change) ≥ 1 and *P* < 0.05 as significance thresholds.

Pathway and functional enrichment analyses were conducted using the Database for Annotation, Visualization, and Integrated Discovery (DAVID v.6.8) [29] to explore the gene ontology (GO) and pathways, gaining insight into the biological significance of the DEGs. The GO analysis categorizes DEGs into biological processes, cellular components, and molecular functions. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment identified significantly affected metabolic and regulatory pathways. Both analyses were performed, with a threshold of *P* < 0.05 and gene counts ≥ 2. All functional annotations were based on *G. gallus* (GRCg7b) reference genome annotations.

### Statistical analysis

All data analyses were conducted in R software (v.4.1.2, R Core Team 2021, R Foundation for Statistical Computing, Vienna, Austria) [30]. The average WG, feed intake (FI), and FCR were estimated for each stage. Performance variables (WG, FI, and FCR) were tested for normality using the Shapiro-Wilk test and for homogeneity of variances using Levene’s test. For each response, a linear model was fit with diet as the factor:

$${Y}_{i}={\beta}_{0}+{\beta}_{1}\cdot\:die{t}_{i}+{\epsilon}_{i}$$

where *Y*_*i*_ is the response variable (WG, FI, and FCR); *β*_*0*_ is the intercept; *β*_*1*_ is the coefficient for *i* diet (control and SB); *𝜀*_*i*_ is the residual error term, assumed *ε*_*i*_ ~ N(0,σ^2^). The estimated marginal means (emmeans) and their standard errors were obtained via the emmeans R package (v.1.10.4). Diet contrasts (control vs. SB) were tested using pairs (emmeans(model, ~ diet). Significance was set at a threshold of *P* < 0.05.

## Results

### Broiler performance

The effects of SB on broiler performance are shown in Table 2. The inclusion of 2% SB had no significant effect on starter performance. By d 24, however, SB supplementation significantly (*P* < 0.05) increased WG and improved FCR compared with those of the control broilers.

**Table 2:** Effects of SB on broiler performance

Diet	D 0–10			D 11–24			D 0–24		
	WG (g/bird)	FI (g/bird)	FCR	WG (g/bird)	FI (g/bird)	FCR	WG (g/bird)	FI (g/bird)	FCR
Control	276.7	290.3	1.05	1,158	1,542	1.33	1,434	1,800	1.26
SB	267.4	286.6	1.07	1,233	1,579	1.28	1,501	1,837	1.22
Pooled SEM	3.925	4.360	0.009	10.754	21.050	0.011	12.830	22.340	0.009
*P-*value	0.126	0.569	0.089	0.001	0.240	0.010	0.004	0.270	0.043

*SB* Sugarcane bagasse, *SEM* Standard error of mean, *WG* Weight gain, *FI* Feed intake, *FCR* Feed conversion ratio, *D*  Day

### RNA-seq data analysis

Sequencing and mapping quality metrics for each tissue and diet are summarized in Table 3. On average, each group yielded over 7 million clean reads, with Q30 scores exceeding 91% and GC content from 44% to 55%. 

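RNA from the proximal jejunum and the pancreas of male broilers of a fast-growing meat strain was sequenced on d 24 after feeding a control diet or the same diet with 2% SB, the fibrous residue of sugarcane. The authors deposited the number of reads counted on each gene by HTSeq 2.0.3, after alignment to the GRCg7b chicken assembly with STAR 2.7.9, as whole-number counts without normalization. The table holds 17007 genes and 22 libraries: 5 from the jejunum of control broilers, 6 from the jejunum of SB-fed broilers, 6 from the pancreas of control broilers and 5 from the pancreas of SB-fed broilers. The authors state that outlier samples were excluded, and all 22 libraries were used here. Total counts in the jejunum ranged from 42998544 to 54841516 per library in control broilers (median 46691646) and from 42540952 to 203039911 in SB-fed broilers (median 49660445). In the pancreas, they ranged from 65957320 to 166039437 in control broilers (median 74145400) and from 80467800 to 300479804 in SB-fed broilers (median 186019684). Mean totals of the SB libraries were 1.68 times those of the control libraries in the jejunum and 2.10 times in the pancreas (exact permutation tests of the log2 totals, two-sided, p = 0.379 and p = 0.0238). The paper's mean clean reads in Table 3 are 7003375 and 12222939 for the jejunum (control and SB) and 9969542 and 21496647 for the pancreas, and the values given here rest on the total counts. Among counts from 1 to 59, between 62.7% and 69.4% per library were even numbers. One transcript, ENSGALG00010011790, took 15.3% to 25.6% of all counts of a pancreas library. No library was a copy of another of its group, since the smallest chi-square between the counts of any 2 replicates was 54.3 per gene.
Genes with low counts were removed with filterByExpr (minimum count 10, minimum total 15, diet as the group), which left 14488 genes in the jejunum and 14116 in the pancreas. Libraries were scaled by the trimmed mean of M-values and the diets were compared within each tissue by the quasi-likelihood F test of edgeR 4.0.16, with the thresholds of the paper, an absolute log2 fold change of at least 1 and an unadjusted P under 0.05. Log2 fold changes are control minus SB, as in Tables 4 and 5, so that a negative value means higher expression in SB-fed broilers, and expression is given as normalized CPM. Differences of single genes were also tested by a two-sided exact permutation test of log2 CPM over all regroupings of a tissue, whose smallest possible p is 0.00216. The counts list genes by Ensembl identifier. Symbols come from Supplementary Tables 1 and 2, whose log2 fold changes and P-values were matched to 3 decimals with those of edgeR's earlier quasi-likelihood method with robust estimation, a setting chosen after the values of the tables were seen. This gave 1 identifier for 41 of 41 table entries in the jejunum and for 123 of 125 in the pancreas, and all 11 and 30 entries that the tables give by identifier fell on their own identifier. Coordinates are those of the RefSeq annotation of GRCg7b for the symbol.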

Mapping rates were high, with total and unique alignment rates above 84% and 71%, respectively.

**Table 3:** Sequencing output and mapping statistics for jejunum and pancreas RNA-seq libraries

Tissue	Diet^a^	Mean raw reads	Mean clean reads	Total mapped rate (%)	Unique mapped rate (%)
Jejunum	Control	9,021,123	7,003,375	89.9	86.9
	SB	15,789,928	12,222,939	89.2	86.2
Pancreas	Control	12,826,290	9,969,542	84.1	71.5
	SB	27,632,148	21,496,647	84.8	73.7

^a^SB = sugarcane bagasse

### Identification of differentially expressed genes

Comparative analysis between the control vs. SB contrast revealed significant DEGs in the jejunum and pancreas, with key results visualized in Fig. 1. 

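In the jejunum, 49 of the 14488 genes tested passed both thresholds. Expression was higher in control broilers for 20 of them and higher in SB-fed broilers for 29, and 38 of the 49 are among the genes of Supplementary Table 1. An unadjusted P under 0.05 was reached by 286 genes, or 1.97% of those tested, where 5% is the chance value for independent genes. In random splits of the libraries into groups of the same sizes, the median was 505 genes. Of 100 splits, the real one included, 94 gave at least 286. After Benjamini-Hochberg adjustment, 0 genes had an adjusted p under 0.05 in edgeR's test, DESeq2 and limma-voom also called 0, and the smallest value in edgeR's test was adjusted p = 1.00. Among the DEGs, 23 (46.9%) had a mean below 1 CPM, against 9.04% of the genes tested. The ranges of the diets overlapped in each of the 49 DEGs. They did not overlap in 16 of all genes tested, or 0.110%, where chance gives 0.433%. Leaving out the filter on low counts moved the number of DEGs most upward, to 148 (66 higher in control and 82 higher in SB-fed broilers). With each library left out in turn it ranged from 44 to 83, the highest without SB replicate 1 (54 higher in control, 29 higher in SB), and 12 of the 49 DEGs passed in all 11 of these fits. The random splits gave a median of 66 DEGs, and 82 of 100 splits, the real one included, gave at least as many as the diets. Chance can therefore not be excluded as the source of the number of DEGs.
The smallest P belonged to *SNPH* (ENSGALG00010013640; chromosome 20, 10178827 to 10188692), with 1.44 ± 0.405 CPM (SD, n = 5) in control and 0.492 ± 0.259 CPM (SD, n = 6) in SB-fed broilers. The log2 fold change was 1.57 with a standard error of 0.34 and an unadjusted P of 0.000618, and 5 of 6 SB-fed broilers lay below every control broiler (exact permutation test, p = 0.00866), although control replicate 5, at 0.763 CPM, lay apart from the other control libraries. ENSGALG00010001529 followed, with 3.67 ± 2.14 CPM (SD, n = 5) in control and 1.10 ± 0.333 CPM (SD, n = 6) in SB-fed broilers. Its log2 fold change was 1.75 (standard error 0.40) with an unadjusted P of 0.000895 from edgeR's test, and 3 of 6 SB-fed broilers lay below every control broiler (exact permutation test, p = 0.0152).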

In the jejunum, 41 DEGs were identified, of which 18 were upregulated and 23 were downregulated (Supplementary Table 1, Fig. 1A). 

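Of the 14116 genes tested in the pancreas, 155 passed both thresholds, 62 with higher expression in control and 93 with higher expression in SB-fed broilers. Of these, 123 are genes of Supplementary Table 2, and 32 are not, of which 26 were higher in control broilers. Those 32 had a median expression of 0.317 CPM, against 1.51 CPM for the DEGs in the table. An unadjusted P under 0.05 was reached by 543 genes (3.85%), against a median of 470 in random splits. Of 100 splits, the real one included, 40 gave at least 543. In edgeR's test, 0 genes had an adjusted p under 0.05, the smallest being adjusted p = 0.494. Limma-voom called 0 genes at that level and DESeq2 called 15, of which 5 were higher in control, 10 were higher in SB-fed broilers and 10 were among the 155 DEGs. In all, 78 DEGs (50.3%) had a mean below 1 CPM, against 16.1% of the genes tested. The diets did not overlap in 39 of the genes tested (0.276%), where chance gives 0.433%. They did not overlap in 8 DEGs (5.16%), but the DEGs were selected on these same libraries, so that chance value does not apply to them. Without the filter on low counts, 332 genes passed, 184 higher in control and 148 higher in SB-fed broilers. With each library left out in turn the number of DEGs ranged from 144 to 236, the highest without SB replicate 1 (164 higher in control, 72 higher in SB), and 56 of the 155 DEGs passed in all 11 fits. The random splits gave a median of 150 DEGs, and 48 of 100 splits, the real one included, gave at least as many as the diets. As in the jejunum, the number of DEGs was not beyond that of random splits.
Among the pancreatic DEGs, *LOC107057295* (ENSGALG00010024707; chromosome 20, 1760511 to 1766869) had the smallest unadjusted P, 7.0e-05 in edgeR's test. It was expressed at 13.1 ± 2.98 CPM (SD, n = 6) in control and 6.05 ± 1.07 CPM (SD, n = 5) in SB-fed broilers, a log2 fold change of 1.12 (standard error 0.19). Each of the 5 SB-fed broilers lay below every control broiler (exact permutation test, p = 0.00433), and control replicate 3, at 7.73 CPM, lay apart from the other control libraries. DESeq2 gave it an adjusted p = 9.78e-05, in a range over the alternative settings that reached adjusted p = 1.00. For ENSGALG00010007006, expression was 0.0697 ± 0.0608 CPM (SD, n = 6) in control and 0.329 ± 0.117 CPM (SD, n = 5) in SB-fed broilers, from counts of 1 to 113 per library. The log2 fold change was -2.49 (standard error 0.55, unadjusted P of 0.00046), with 5 of 5 SB-fed broilers above every control broiler. *ZNF804B* (ENSGALG00010004504; chromosome 2, 21078968 to 21289929) was at 1.99 ± 0.664 CPM (SD, n = 6) in control and 0.862 ± 0.236 CPM (SD, n = 5) in SB-fed broilers, a log2 fold change of 1.25 (standard error 0.26) with an unadjusted P of 0.000494. Each SB-fed broiler lay below every control broiler (exact permutation test, p = 0.00216), and DESeq2 gave an adjusted p = 0.0132, the lowest over the alternative settings, which reached adjusted p = 1.00.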

Among the 125 DEGs identified in the pancreas, 36 were upregulated and 89 were downregulated (Supplementary Table 2, Fig. 1B). The top 15 annotated upregulated and downregulated DEGs in each tissue, with their functions, are shown in Tables 4 and 5.

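All 15 genes of Table 4 were tested in the jejunum, where 6 were higher in control and 9 were higher in SB-fed broilers, with log2 fold changes from -3.44 to 1.57. Both thresholds were passed by 14 of them. The exception was *VEPH1*, with a log2 fold change of -1.83 and an unadjusted P of 0.0564 in edgeR's test. The exact permutation test gave a p under 0.05 for 9 of the 15 genes, and its values ranged from 0.00649 to 0.416. In the pancreas, all 15 genes of Table 5 passed both thresholds, 7 higher in control and 8 higher in SB-fed broilers, with log2 fold changes from -3.36 to 1.61. The permutation test gave a p under 0.05 for 14 of these, with values from 0.00216 to 0.0541, and the diets did not overlap in 3 of the 15, where chance gives 0.433% per gene. Adjusted over all genes tested, every gene of Table 4 stood at 1.00 and the genes of Table 5 between 0.942 and 0.995. The study chose the genes of both tables on these same libraries, so the chance value of an unselected gene does not apply to them.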

**Fig. 1:**
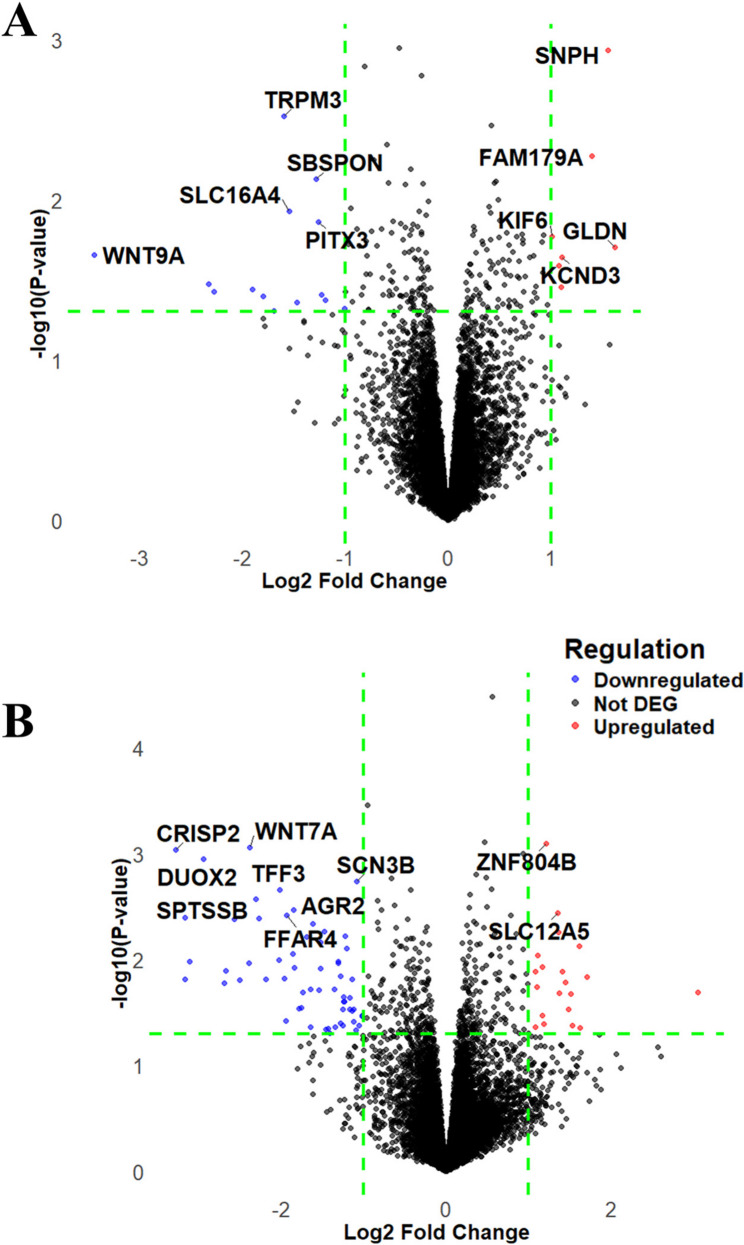
Volcano plots of DEGs in control vs. SB in jejunum (**A**) and pancreas (**B**) of broiler chickens. The X-axis shows the log_2_ fold change of DEGs between the two groups. The Y-axis indicates the -log_10_(*P*-value) of gene expression variation. Each dot in the volcano plot represents a gene; red dots represent upregulated DEGs, blue dots represent downregulated DEGs in the control diet condition, and black dots represent the non-significant genes

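The P-values behind the volcano plots were counted over all genes tested in each tissue. With no difference between the diets and independent genes, each interval of 0.05 would hold 724.4 genes in the jejunum and 705.8 in the pancreas. In the jejunum, the interval from 0 to 0.05 held 286 genes and the interval from 0.95 to 1 held 959. In the pancreas, the same intervals held 543 and 687 genes.

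**Figure D1:**
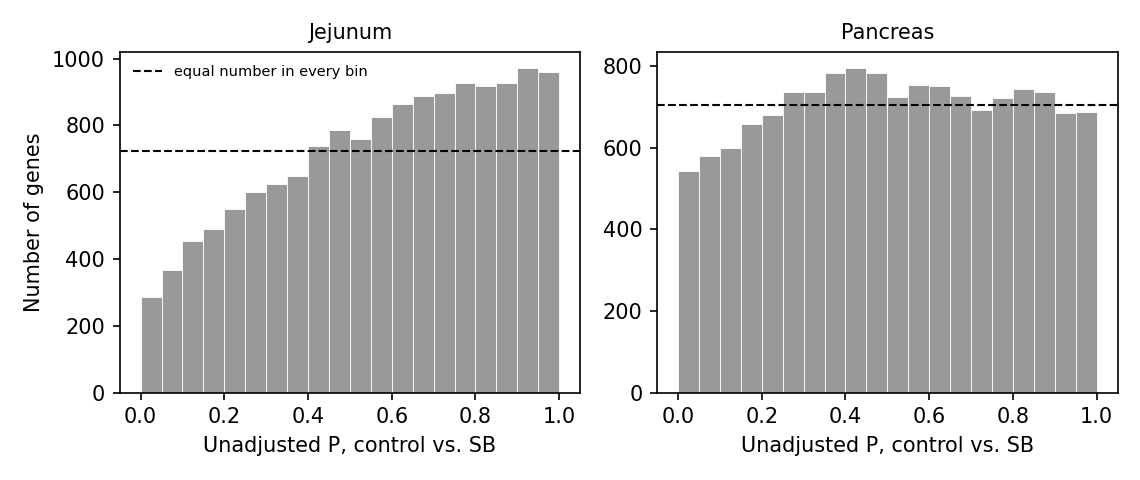
Unadjusted P-values of edgeR's quasi-likelihood test of control vs. SB (x-axis, intervals of 0.05) against the number of genes (y-axis) in the jejunum and pancreas, with a dashed line at an equal number of genes in every interval. The lowest interval lies below the line in both tissues, at 286 genes in the jejunum and 543 in the pancreas.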

**Table 4:** Functions of the top 15 upregulated and downregulated DEGs in the jejunum of broilers fed the control diet compared to those fed the SB diet

Gene symbol	logFC^a^	*P*-value	Direction^b^	Functions	References
*SNPH*	1.56	0.001	Upregulated	Essential for mitochondrial stabilization in mice	[31, 32]
*FAM179A*	1.40	0.005	Upregulated	Fuses anaplastic lymphoma kinase gene in plasma cell-free DNA in humans	[33]
*KIF6*	1.01	0.017	Upregulated	Transports vesicles, organelles, protein complexes, and messenger ribonucleic acids toward the cell nucleus in humans	[34]
*GLDN*	1.62	0.020	Upregulated	Plays vital roles in cellulose degradation, cell motility, and acquisition of trace amounts of Ca^2+^ and Mg^2+^ in *Cytophaga hutchinsonii* bacterium	[35]
*KCND3*	1.11	0.023	Upregulated	Related to the growth and development of Wenchang chickens.	[36]
*RASSF10*	1.08	0.026	Upregulated	Contributes to tumorigenesis by promoting epithelial-mesenchymal transition induced by *TGFβ* in humans	[37]
*TRPM3*	-1.59	0.003	Downregulated	Triggers Ca²⁺ influx, promotes insulin secretion, and maintains glucose homeostasis	[38, 39]
*SBSPON*	-1.28	0.007	Downregulated	Plays a role in wound healing in planarian	[40]
*SLC16A4*	-1.55	0.012	Downregulated	Transports short-chain monocarboxylate, hormones, nutrients, and amino acids across the plasma membrane	[41]
*PITX3*	-1.26	0.014	Downregulated	Regulates midbrain dopaminergic neuron terminal differentiation in humans	[42]
*WNT9A*	-3.44	0.022	Downregulated	Promotes epithelial regeneration and barrier integrity in mice	[43]
*PRDM8*	-2.33	0.033	Downregulated	Regulates the motor neuron-oligodendrocyte precursor cells switch and allocation in Zebrafish, involved in embryo development in chickens	[44, 45]
*VEPH1*	-1.90	0.036	Downregulated	Mediates tumor suppressing activity through regulation of cell proliferation, migration, and invasion in human	[46]
*ZNFY1*	-2.28	0.038	Downregulated	Binds DNA to regulate gene expression	[47]
*MHCY6*	-1.77	0.039	Downregulated	Crucial for adaptive immunity, present processed antigens to activate T cells to clear avian influenza virus in ducks	[48]

^a^logFC = log_2_ fold change

^b﻿^Direction: Indicates whether the gene is upregulated or downregulated. Upregulated genes are highly expressed in broilers fed the control diet than in SB-fed broilers, whereas downregulated genes are expressed at lower levels in control-fed broilers compared to those fed the SB diet

**Table 5:** Functions of the top 15 upregulated and downregulated DEGs in the pancreas of broilers fed the control diet compared to those fed the SB diet

Gene symbol	logFC^a^	*P*-value	Direction^b^	Functions	References
*ZNF804B*	1.21	0.001	Upregulated	Related to egg laying in chickens	[49]
*SLC12A5*	1.35	0.004	Upregulated	Involved in active transport, passive transport, metal ion transport, and ion exchange.	[50]
*CFAP45*	1.36	0.005	Upregulated	Supports mammalian ciliary and flagellar beating via an adenine nucleotide homeostasis module.	[51]
*RFLNA*	1.61	0.007	Upregulated	Binds and regulates filamin proteins to the actin cytoskeleton, regulating cell shape and motility	[52]
*DUSP6*	1.11	0.009	Upregulated	Mediates T cell receptor-engaged glycolysis in mice	[53]
*CGTL*	1.33	0.011	Upregulated	Exports glutamate, and imports cysteine into cells of chickens	[54]
*PLEKHM3*	1.16	0.012	Upregulated	Involved in muscle differentiation and development in chickens and geese	[55, 56]
*WNT7A*	-2.38	0.001	Downregulated	Accelerates and augments skeletal muscle regeneration and to ameliorate dystrophic progression	[57]
*CRISP2*	-3.28	0.001	Downregulated	Crucial for male fertility and sperm function in animals.	[58]
*DUOX2*	-2.94	0.001	Downregulated	Act as a first line of the defense system in *Drosophila*	[59]
*SCN3B*	-1.08	0.002	Downregulated	Regulates electrically excitable cells, feather formation, and development in chickens	[60, 61]
*TFF3*	-2.01	0.002	Downregulated	Safeguards, restores, and ensures the continuity of the GIT epithelium	[62].
*SPTSSB*	-2.30	0.003	Downregulated	Regulates serine palmitoyltransferase complex affinity	[63]
*AGR2*	-1.85	0.003	Downregulated	Preserves goblet cell health, function, and mucus barrier integrity to maintain gut homeostasis	[64, 65]
*FFAR4*	-1.93	0.004	Downregulated	Senses long-chain fatty acids, mediates anti‐inflammatory signaling and insulin secretion	[66, 67]

^a﻿^logFC = log_2_ fold change

^b﻿^Direction: Indicates whether the gene is upregulated or downregulated. Upregulated genes are highly expressed in broilers fed the control diet than in SB-fed broilers, while downregulated genes are expressed at lower levels in control-fed broilers compared to those fed the SB diet

Notably, several DEGs identified in both tissues are associated with key physiological processes relevant to nutrient metabolism and intestinal health. In the jejunum, upregulated DEGs, including *TRPM3*, *WNT9A*, and *GAL3ST2*, are involved in mineral transport, epithelial renewal, and mucin glycosylation, respectively. 

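*TRPM3* (ENSGALG00010016618) lies on chromosome Z of GRCg7b from 35690321 to 36116689. Its expression in the jejunum was 0.933 ± 0.352 CPM (SD, n = 5) in control and 2.82 ± 1.62 CPM (SD, n = 6) in SB-fed broilers, from counts of 23 to 591 per library. EdgeR gave a log2 fold change of -1.60 with a standard error of 0.43 and an unadjusted P of 0.0029. All 6 SB-fed broilers exceeded the median of the control broilers and 5 exceeded every control broiler (exact permutation test, p = 0.0108). With each library left out in turn, the log2 fold change of *TRPM3* stayed between -1.82 and -1.27.
*WNT9A* (ENSGALG00010026166; chromosome 2, 2603326 to 2656926) was expressed at 2.67 ± 0.968 CPM (SD, n = 5) in control and 28.9 ± 63.0 CPM (SD, n = 6) in SB-fed broilers, with a log2 fold change of -3.44, a standard error of 1.29 and an unadjusted P of 0.0205. The difference lay within the scatter of the libraries in the exact permutation test (p = 0.416). Of the SB libraries, replicate 6 was at 157 CPM and the other 5 were between 1.16 and 4.92 CPM, against 1.48 to 3.91 CPM in control broilers. Without SB replicate 6, the log2 fold change was -0.25 and the unadjusted P 0.505. Limma-voom gave -1.35 with an unadjusted P of 0.337, and DESeq2 gave no P for the gene.
*GAL3ST2* (ENSGALG00010024875; chromosome 9, 4413673 to 4418136) was at 0.421 ± 0.274 CPM (SD, n = 5) in control and 1.37 ± 1.55 CPM (SD, n = 6) in SB-fed broilers. Its log2 fold change was -1.70 (standard error 0.79) and its unadjusted P 0.0517, above the threshold of 0.05. The threshold was met in DESeq2's test, with an unadjusted P of 0.0191, in edgeR's earlier quasi-likelihood method, with 0.0484, in one fit over both tissues, with 0.0158, and with the libraries thinned to equal depth, with 0.0397. Among the other settings, it was not met with the size factors of DESeq2 (0.0517), without the filter on low counts (0.0538), in the robust fit (0.0528) or in limma-voom, with 0.309. With single libraries left out, it was met without control replicate 3, SB replicate 3, SB replicate 4 or SB replicate 5, where the log2 fold change ranged from -2.17 to -1.87, and missed without any one of the other 7 libraries. Without SB replicate 6, the log2 fold change was -0.86. Of 6 SB-fed broilers, 3 exceeded every control broiler (exact permutation test, p = 0.214). Over the 14488 genes tested, each of the 3 genes had an adjusted p = 1.00.

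**Figure D2:**
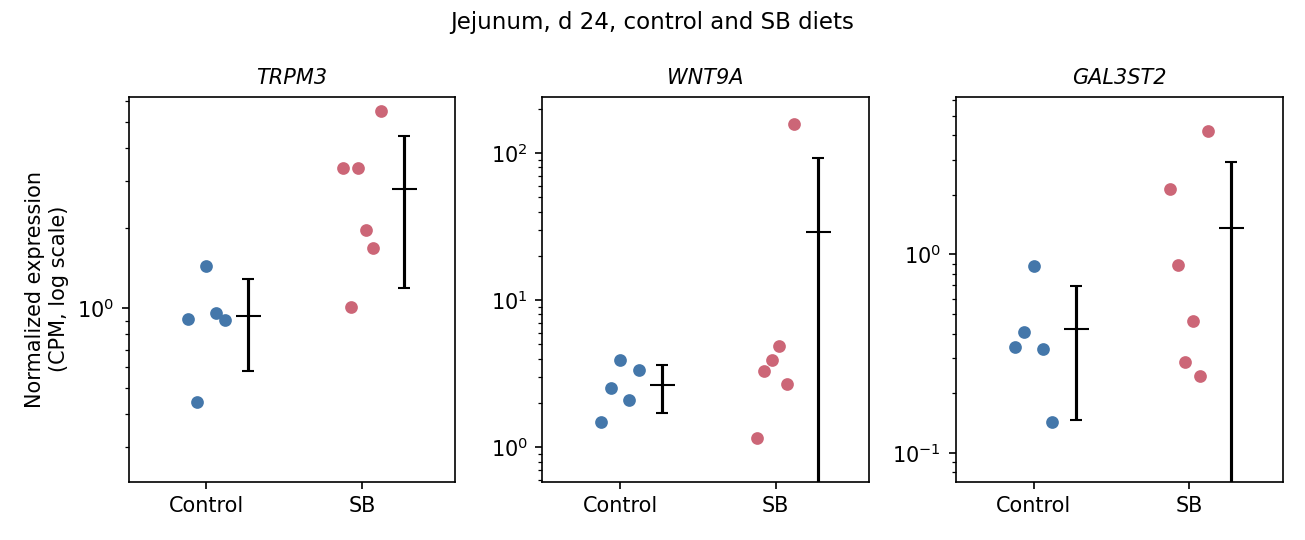
Expression of *TRPM3*, *WNT9A* and *GAL3ST2* in the jejunum on d 24 (y-axis, normalized CPM, log scale) by diet (x-axis). Each point is 1 broiler, the horizontal line is the mean and the vertical line is 1 SD, drawn down to the lower edge where the mean minus the SD is below it. A single SB-fed broiler lies at 157 CPM for *WNT9A*, with the other 5 at or below 4.92 CPM.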

In the pancreas, upregulated DEGs including *DUOX2*, *TFF3*, and *POU1F1* are linked to redox signaling, mucosal protection, and growth regulation, respectively.

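*DUOX2* (ENSGALG00010022419) was expressed in the pancreas at 1.90 ± 1.18 CPM (SD, n = 6) in control and 14.6 ± 11.2 CPM (SD, n = 5) in SB-fed broilers. In edgeR's test, the log2 fold change was -2.95, with a standard error of 0.67, an unadjusted P of 0.000952 and an adjusted p = 0.942. Expression in 4 of 5 SB-fed broilers was above every control broiler, at most 3.99 CPM, while the remaining one was at 1.27 CPM (exact permutation test, p = 0.0260). Leaving out each library in turn kept the log2 fold change between -3.31 and -2.51. DESeq2 gave an adjusted p = 0.00348, in a range over the alternative settings that reached adjusted p = 1.00, and limma-voom gave an unadjusted P of 0.0559, which does not meet the threshold.
*TFF3* (ENSGALG00010011115; chromosome 1, 109461612 to 109465955) was at 0.210 ± 0.0524 CPM (SD, n = 6) in control and 0.843 ± 0.806 CPM (SD, n = 5) in SB-fed broilers, from counts of 10 to 580 per library. All 5 SB-fed broilers exceeded every control broiler (exact permutation test, p = 0.00216). Between the diets, the log2 fold change was -2.07 with a standard error of 0.54, an unadjusted P of 0.00266 and an adjusted p = 0.995. SB replicate 1 was the highest, at 2.25 CPM, and without it the log2 fold change was -1.30.
*POU1F1* (ENSGALG00010007661; chromosome 1, 93020689 to 93036563), whose identifier was taken from its entry for the jejunum in Supplementary Table 1, was at 0.332 ± 0.200 CPM (SD, n = 6) in the pancreas of control and 0.519 ± 0.422 CPM (SD, n = 5) in that of SB-fed broilers. Its log2 fold change was -0.79 (standard error 0.64) with an unadjusted P of 0.241 and an adjusted p = 0.995, and the 2 diets were not distinguishable (exact permutation test, p = 0.645). Neither an alternative setting nor the omission of any library brought it past both thresholds.

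**Figure D3:**
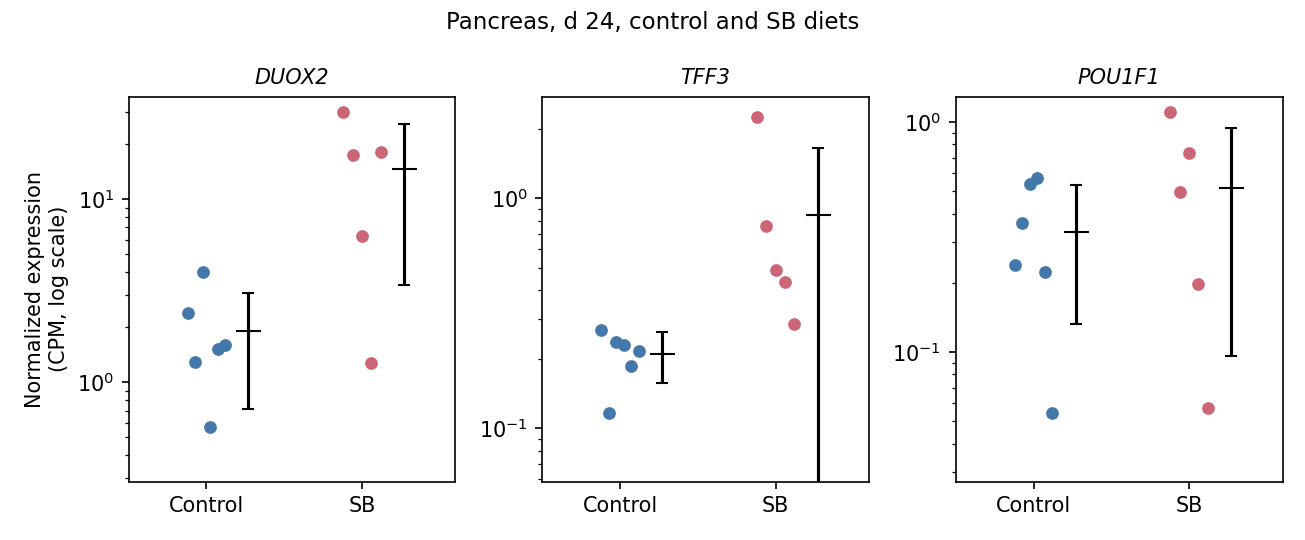
Expression of *DUOX2*, *TFF3* and *POU1F1* in the pancreas on d 24 (y-axis, normalized CPM, log scale) by diet (x-axis). Each point is 1 broiler, the horizontal line is the mean and the vertical line is 1 SD, drawn down to the lower edge where the mean minus the SD is below it. The diets separate for *TFF3*, overlap in 1 SB-fed broiler for *DUOX2* and overlap for *POU1F1*.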

### Gene ontology and KEGG pathway

A functional enrichment analysis was conducted to investigate the functions of the DEGs. Using the applied thresholds, four GO terms were significantly (*P* < 0.05) enriched in the jejunum (Table 6). 

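The enrichment test of DAVID was not repeated here, and the values are those of the genes in Table 6. For negative regulation of wound healing, *AJAP1* (ENSGALG00010019630; chromosome 21, 793845 to 831829) was at 0.876 ± 0.192 CPM (SD, n = 5) in the jejunum of control and 3.03 ± 4.68 CPM (SD, n = 6) in that of SB-fed broilers. In edgeR's test, its log2 fold change was -1.82 (standard error 0.79) with an unadjusted P of 0.0402, and the exact permutation test gave p = 0.288. SB replicate 6 was at 12.5 CPM and the next SB library at 2.17 CPM, and without SB replicate 6 the log2 fold change was -0.34. The threshold on P was also missed without any one of the 5 control replicates, and limma-voom gave an unadjusted P of 0.275. *LOC121109863* (ENSGALG00010008468; chromosome 2, 149134730 to 149183900) was at 1.67 ± 0.295 CPM (SD, n = 5) in control and 4.49 ± 2.48 CPM (SD, n = 6) in SB-fed broilers, with 5 of 6 SB-fed broilers above every control broiler (exact permutation test, p = 0.00866). Its change, a log2 fold change of -1.43 (standard error 0.36, unadjusted P of 0.00195), stayed between -1.59 and -1.16 with each library left out. For protein tetramerization, which Table 6 lists with *TRPM3* and *KCND3*, *KCND3* (ENSGALG00010027277; chromosome 26, 3332613 to 3431721) was higher in control broilers, at 0.656 ± 0.193 CPM (SD, n = 5) against 0.306 ± 0.172 CPM (SD, n = 6). EdgeR's estimate of its log2 fold change was 1.15 (standard error 0.40) with an unadjusted P of 0.0135, and all 6 SB-fed broilers lay below the control median (exact permutation test, p = 0.0260). It fell below a log2 fold change of 1 without SB replicate 4 (0.99), without SB replicate 5 (0.95) and with the libraries thinned to equal depth (0.91). The adjusted p over all genes was 1.00 for each of these genes.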

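By the P-values printed in Supplementary Table 3, 11 of the 17 biological process terms of the pancreas, 3 of the 3 cellular component terms and 7 of the 9 molecular function terms have a P under 0.05. The term listed first, DNA integration, has 5 genes, of which 2 were higher in control and 3 were higher in SB-fed broilers. Its largest difference was in *LOC107052718*, with 0.449 ± 0.350 CPM (SD, n = 6) in control and 43.2 ± 92.6 CPM (SD, n = 5) in SB-fed broilers, a log2 fold change of -6.45 (unadjusted P of 0.00281, adjusted p = 0.995; exact permutation test, p = 0.0346). SB replicate 5 alone was at 209 CPM and the next library at 5.39 CPM, and without SB replicate 5 the log2 fold change was -1.87. The 4 genes of viral process were all higher in control broilers, with log2 fold changes from 1.70 to 4.87, and their exact permutation tests gave p from 0.225 to 0.771. For ENSGALG00010018624, control replicate 5 was at 26.7 CPM and the next library at 0.615 CPM, and without that replicate the log2 fold change was 0.28 in place of 4.82. ENSGALG00010012836 was at 8.11 CPM in the same library and 0.277 CPM in the next, with a log2 fold change of 3.02 over all libraries and 0.03 without it. For ENSGALG00010023711, control replicates 4 and 6 were at 21.2 and 20.0 CPM and the next library at 0.503 CPM.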

In the pancreas, eleven terms were significantly enriched in biological process, three terms in cellular component, and seven terms in molecular function (Fig. 2, Supplementary Table 3). The significantly enriched GO terms were mainly associated with processes involved in epithelial maintenance, ion transport, redox regulation, and metabolic activity. 

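In the pancreas, maintenance of gastrointestinal epithelium has 2 genes (*TFF3* and *RBP4A*), both higher in SB-fed broilers, with exact permutation p of 0.00216 and 0.0411. Sodium ion transport has 3 genes (*SLC9A4*, *SLC9A3* and *SCN3B*), again all higher in SB-fed broilers, with log2 fold changes from -2.72 to -1.08 and exact permutation p from 0.00649 to 0.0714. Response to oxidative stress has 4 genes, of which *DUOX2*, *GPX2* and *PTGS2* were higher in SB-fed and *EPX* was higher in control broilers. The log2 fold changes of the 4 genes ranged from -2.95 to 1.08 and the exact permutation test gave a p under 0.05 for 2 of them, with values from 0.0238 to 0.0866. All genes of the 3 terms passed both DEG thresholds, and the adjusted p over the 14116 genes was between 0.942 and 0.995.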

In the pancreas, enrichment of maintenance of gastrointestinal epithelium, sodium ion transport, and response to oxidative stress suggests transcriptional changes for improved digestion, epithelial protection, and redox balance under SB supplementation.

**Table 6:** Gene ontology enrichment analysis of the DEGs in the jejunum

Category	Term	Count	*P*-value	Genes
Biological Process	GO:0061045 ~ negative regulation of wound healing	2	0.022	*AJAP1*, *LOC121109863*
	GO:0051262 ~ protein tetramerization	2	0.037	*TRPM3*, *KCND3*
	GO:0045109 ~ intermediate filament organization	2	0.058	*LOC121109863*, *KRT24*
Cellular Component	GO:0016020 ~ membrane	15	0.002	*AJAP1*, *GAL3ST2*, *CCR8L*, *TRPM3*, *KCND3*, *SLC16A4*, *SNPH*, *LOC121106936*, *LOC112530310*, *LOC121106487*, *LOC112531163*, *LOC121109863*, *LOC107050135*, *ENSGALG00010005303*, *ENSGALG00010012331*
	GO:0005881 ~ cytoplasmic microtubule	2	0.065	*FAM179A*, *SNPH*
Molecular function	GO:0008017 ~ microtubule binding	3	0.052	*FAM179A*, *LOC121109863*, *KIF6*

**Fig. 2:**
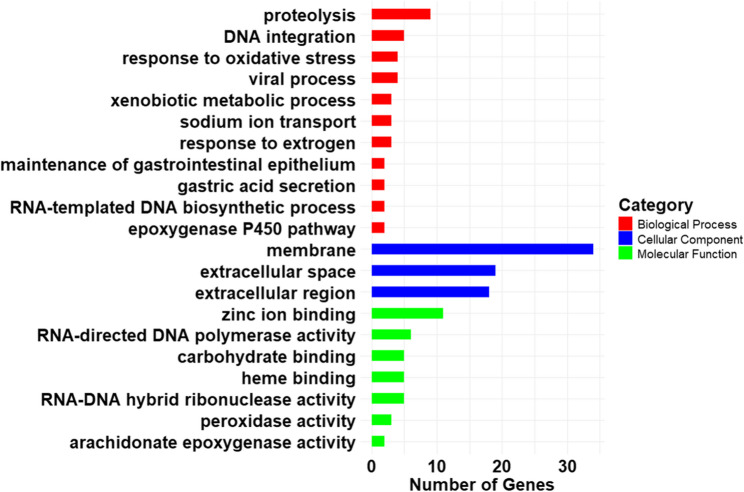
Gene ontology enrichment analysis of the DEGs in the pancreas. Enriched GO terms are on the y-axis, and the number of genes is on the x-axis

However, the present study did not detect any biological pathways that significantly responded to the treatments.

## Discussion

This study investigated the impact of SB on broiler performance and transcriptome profiles in the jejunal and pancreatic tissues of both control and SB-supplemented broilers, aiming to understand the molecular basis of their performance. The study hypothesized that fiber supplementation would trigger beneficial transcriptomic changes that enhance digestive function by modulating DEGs related to nutrient transport, intestinal integrity, enzyme activity, immunity, and metabolism in broiler chickens. The findings reveal the upregulation of DEGs involved in mineral and fermentative energy uptake, epithelial maintenance, growth signaling, and immune regulation in broilers on the SB diet, which may contribute to improved performance. Therefore, the hypothesis that fiber supplementation modulates DEGs involved in intestinal integrity, nutrient transport, and other biological processes that may underlie the observed improved performance was accepted.

In this study, the addition of 2% SB to a corn-based diet did not affect starter-phase performance (d 0–10), but by d 24, it significantly increased WG and improved FCR. Because SB was added on top of the complete diet, calculated nutrient density was slightly diluted; however, performance improvements (higher WG and improved FCR) occurred without a significant increase in FI, suggesting a net positive functional effect of SB rather than an effect driven by minor nutrient differences. The lack of early effects likely reflects the broilers’ gradual physiological adaptation to the increased dietary fiber load. By the end of the grower period, SB‐fed broilers gained 75 g more weight and exhibited 5.2 points (3.9%) lower FCR compared to the control. These improvements align with earlier reports that the inclusion of moderate levels of insoluble fiber, such as SB, oat hulls, and soybean hulls, stimulates gizzard development and function and improves feed efficiency and nutrient digestibility, leading to better nutrient utilization and improved FCR and WG in broiler chickens [6, 16, 68]. The enhanced performance observed in SB-fed broilers is supported by the upregulation of several DEGs involved in physiological and biological processes that promote nutrient absorption, maintain epithelial integrity, and strengthen immune responses, as discussed below.

The present study explored transcriptomic changes in the jejunum and pancreas, given their central roles in digestion, absorption, and nutrient metabolism. The jejunum is the main site of nutrient absorption, transporter activity, and mucosal immune regulation [17, 18], while the pancreas secretes digestive enzymes that regulate nutrient metabolism [19]. Although SB is an insoluble fiber, its inclusion may influence the function of these organs through microbial fermentation processes in the hindgut. The fermentation of SB produces SCFAs such as acetate, propionate, and butyrate, which serve as an energy source for enterocytes, stimulate digestive enzyme activity, enhance nutrient absorption, and modulate immune responses [13, 14, 69]. These microbially derived metabolites may, therefore, contribute to the transcriptional changes observed in the jejunum and pancreas, which may support improved performance in SB-fed broilers.

The SB-supplemented diet induced expression of several nutrient transporters in the jejunum and pancreas, suggesting enhanced nutrient absorption. Transient receptor potential melastatin-3 (*TRPM3*) is a non-selective cation channel permeable to Ca²⁺, Na⁺, Mg²⁺, and Mn²⁺ [70, 71]. The *TRPM3* responds to pregnenolone sulfate by triggering intracellular Ca²⁺ influx, which supports insulin secretion and maintains glucose homeostasis in non-avian species [39, 72]. While SB provides essential minerals, such as Ca, Mg, K, and P [73], its fibrous components can bind minerals, potentially reducing their bioavailability [74]. Therefore, the observed upregulation of *TRPM3* in the jejunum of SB-fed broilers may indicate improved molecular regulation of intestinal mineral uptake and enterocyte Ca²⁺ signaling, to help maintain mineral balance. Similarly, solute carrier family 16 member 4 (*SLC16A4*), also known as monocarboxylate transporter 5 (*MCT5*, previously *MCT4*), which is essential for the transport of short-chain monocarboxylates (lactate, pyruvate, and ketone bodies), hormones, nutrients, and amino acids [41], was upregulated in SB-fed broilers. 

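*SLC16A4* (ENSGALG00010027331) lies on chromosome 26 from 1449775 to 1458874. In the jejunum it was expressed at 2.56 ± 0.546 CPM (SD, n = 5) in control and 7.45 ± 5.50 CPM (SD, n = 6) in SB-fed broilers. EdgeR gave a log2 fold change of -1.55 (standard error 0.52) with an unadjusted P of 0.0109 and an adjusted p = 1.00. Of the SB-fed broilers, 4 were above every control broiler and 2 were below the control median, and the difference did not reach 0.05 in the exact permutation test (p = 0.113). Without any one library, the log2 fold change stayed between -1.75 and -1.26.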

The high insoluble fiber content of SB increases hindgut microbial fermentation and elevates intestinal SCFA concentrations, promoting energy regulation, mucosal integrity, immune homeostasis, and immune maturation [13, 69]. Thus, the upregulation of *SLC16A4* in the jejunum of SB-fed broilers may enhance SCFA uptake into enterocytes, supporting epithelial energy metabolism. 

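Expression of *FFAR4* (ENSGALG00010020368; chromosome 6, 21193387 to 21199152) in the pancreas was 0.194 ± 0.0760 CPM (SD, n = 6) in control and 0.749 ± 0.605 CPM (SD, n = 5) in SB-fed broilers, from counts of 7 to 289 per library. EdgeR's test gave a log2 fold change of -1.85 (standard error 0.56), an unadjusted P of 0.00642 and an adjusted p = 0.995. Each of the 5 SB-fed broilers was above the control median and 3 of them were above every control broiler (exact permutation test, p = 0.0152). The log2 fold change lay between -2.09 and -1.47 when each library was left out.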

In the pancreas, SB supplementation upregulated free fatty acid receptor 4 (*FFAR4*, also known as *GPR120*), a G-protein-coupled receptor for long-chain fatty acids that enhances glucose-stimulated insulin secretion and mediates anti-inflammatory signaling in pancreatic islets [66]. The increased *FFAR4* expression in SB-supplemented broilers may reflect improved pancreatic sensing of fermentative lipids derived from the metabolism of insoluble fiber, supporting adaptive insulin secretion. This mechanism helps maintain glucose homeostasis, which may ensure an adequate energy supply and support improved growth in SB-fed broilers. Retinol-binding protein 4 A (*RBP4A*, also *RBP4*) is the principal plasma carrier of retinol (vitamin A), which is transported from hepatic and adipose tissues to peripheral tissues [75]. In this study, *RBP4A* was significantly upregulated in the pancreas of SB-supplemented broilers, indicating potential increased retinol transport and mobilization to support retinoid-dependent biological processes such as growth regulation, immune function, and epithelial integrity [75]. 

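*RBP4A* (ENSGALG00010020357; chromosome 6, 21185245 to 21192899) is the neighbour of *FFAR4*, with 487 bases between the 2 genes. Its expression in the pancreas was 0.698 ± 0.452 CPM (SD, n = 6) in control and 2.53 ± 2.19 CPM (SD, n = 5) in SB-fed broilers. In edgeR's test, the log2 fold change was -1.85 with a standard error of 0.58, an unadjusted P of 0.00854 and an adjusted p = 0.995. Expression exceeded every control broiler in 3 of 5 SB-fed broilers (exact permutation test, p = 0.0411). SB replicate 5 was the highest library, at 6.23 CPM, and without it the log2 fold change was -1.25.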

In chickens, *RBP4A* participated in lipid metabolic pathways in breast muscle [76]. Thus, upregulated *RBP4A* supports systemic vitamin A homeostasis and energy metabolism, which may contribute to enhanced performance in SB-supplemented broilers. These adaptations enable the recovery of more usable energy, vitamins, and minerals from the SB-diet for various biological processes, which may underlie the superior growth observed in these broilers.

Maintaining jejunal and pancreatic integrity under abrasive fiber loads requires rapid cell renewal and a robust mucus barrier [77, 78]. The gene WNT family member 9 A (*WNT9A*) promotes intestinal stem-cell proliferation and crypt-villus homeostasis, and is involved in the immune response during disease infection in chickens and mice [43, 79]. The high insoluble fiber content of SB may induce mild mechanical stimulation in the hindgut; thus, *WNT9A* upregulation in the jejunum of SB-fed broilers likely accelerates intestinal stem cell proliferation and mucosal regeneration, enhancing nutrient absorption. Concurrently, upregulation of galactose-3-O-sulfotransferase 2 (*GAL3ST2*), which catalyzes sulfation of mucin glycans [80], suggests increased regulation of mucin biosynthesis in the jejunum of SB-fed broilers. Sulfated glycans form a protective mucus barrier that shields the intestinal epithelium from abrasion and pathogen contact [81]. Also, somatomedin B and thrombospondin type 1 domain-containing (*SBSPON*), implicated in wound healing in planarians [40], was upregulated in the jejunum of SB-fed broilers. This increased expression may reflect activation of tissue repair and regenerative processes in response to stimulation from the insoluble-fiber diet. Such molecular responses may support epithelial maintenance and mucosal resilience under dietary SB supplementation, thereby supporting overall gut function during fiber digestion. 

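*SBSPON* (ENSGALG00010002827; chromosome 2, 117358643 to 117369702) had few reads in the jejunum, with counts of 3 to 119 per library. Its expression was 0.229 ± 0.111 CPM (SD, n = 5) in control and 0.560 ± 0.163 CPM (SD, n = 6) in SB-fed broilers. Between the diets, the log2 fold change was -1.28 (standard error 0.37) with an unadjusted P of 0.00487 and an adjusted p = 1.00, and 5 of 6 SB-fed broilers exceeded every control broiler (exact permutation test, p = 0.00649). Omitting single libraries left it between -1.51 and -1.02.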

A trefoil factor family member, *TFF3*, is a biologically active peptide that, together with mucins, contributes to epithelial protection under mechanical and inflammatory stress [62]. Its upregulation in the pancreas of SB-fed broilers may reflect a transcriptional response associated with epithelial protection or anti-inflammatory regulation. Additionally, an endoplasmic reticulum resident secretory protein, anterior gradient 2 (*AGR2*), was upregulated in the pancreas of SB-supplemented broilers. This protein is crucial for the health and function of goblet cells, as well as for maintaining mucus barrier integrity and gut homeostasis [64, 65]. It is possible that the increased *AGR2* may have contributed to the protection of the GIT mucosal barrier from inflammation while maintaining its integrity during mechanical stimulation from SB-high fiber. Collectively, these transcriptomic changes suggest that SB supplementation modulates genes involved in epithelial maintenance and mucus regulation, potentially contributing to improved gut function and overall broiler performance.

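For *AGR2* (ENSGALG00010004377; chromosome 2, 28469531 to 28473603), expression in the pancreas was 2.06 ± 1.26 CPM (SD, n = 6) in control and 7.45 ± 4.67 CPM (SD, n = 5) in SB-fed broilers. This corresponds to a log2 fold change of -1.85 (standard error 0.49) with an unadjusted P of 0.00299 and an adjusted p = 0.995. All 5 SB-fed broilers were above the control median and 4 were above every control broiler (exact permutation test, p = 0.0152). Between the fits without one library, the log2 fold change ranged from -2.21 to -1.58. *AGR2* is far more abundant in the jejunum, at 196 CPM against 7.95 CPM in the pancreas with all libraries scaled together.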

Sugarcane bagasse contains bioactive compounds, including xylooligosaccharides (from hemicellulose), which are prebiotics, as well as phytogens such as phenolics and flavonoids [82–84] with antimicrobial, anti-inflammatory, and antioxidant properties that enhance immune response and gut health in broilers [85, 86]. These compounds can modulate the gut environment and the expression of immune-related genes in broilers. The SB-fed broilers in this study exhibited upregulated expression of a major histocompatibility complex, *MHCY6*, in both the jejunum and pancreas, suggesting enhanced antigen exposure to T cells and adaptive immune response in chickens [48]. 

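*MHCY6* (ENSGALG00010003772) is reported as uncertain, since it belongs to a multigene family and how reads shared between genes were counted is not stated. In the jejunum it was at 2.68 ± 1.31 CPM (SD, n = 5) in control and 9.11 ± 11.7 CPM (SD, n = 6) in SB-fed broilers, a log2 fold change of -1.76 (standard error 0.75) with an unadjusted P of 0.0377 and an adjusted p = 1.00. The exact permutation test gave p = 0.238. SB replicate 1 was at 31.8 CPM and the next SB library at 11.6 CPM, and without SB replicate 1 the log2 fold change was -0.76. The gene no longer passed both thresholds when control replicate 1, 2, 3 or 4 or SB replicate 1 or 2 was left out, nor in limma-voom, which gave an unadjusted P of 0.321. In the pancreas, it was at 0.459 ± 0.346 CPM (SD, n = 6) in control and 1.19 ± 0.541 CPM (SD, n = 5) in SB-fed broilers. The log2 fold change there was -1.37 (standard error 0.48) with an unadjusted P of 0.0142 and an adjusted p = 0.995. Each of the 5 SB-fed broilers was above the control median and 2 were above every control broiler (exact permutation test, p = 0.0303). It passed both thresholds without any one library, from -1.73 to -1.09, but not in one fit over both tissues, with an unadjusted P of 0.0500.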

Dual oxidase 2 (*DUOX2*, a member of the NADPH oxidase family), which produces hydrogen peroxide (H_2_O_2_), a key mediator of redox signaling and mucosal innate immunity [87], was upregulated in the pancreas of SB-fed broilers. The *DUOX2* enzymes act as a first line of defense by producing microbicidal reactive oxygen species (ROS) and are activated by high Ca^2+^ concentrations in the cytoplasm [59]. Studies have confirmed that *DUOX2* is expressed throughout the digestive tract of mammals [88, 89]. It was reported that SB increases microbial fermentation in the hindgut and alters gut microbiota composition [13, 90], potentially stimulating immune pathways along the gut-pancreas axis. Therefore, the higher expression of *DUOX2* in the pancreas may reflect a beneficial adaptive response to increased microbial fermentation associated with fiber-rich diets. Moreover, increased Ca²⁺ influx due to upregulation of *TRPM3* in the jejunum may initiate *DUOX2*-mediated H_2_O_2_ production, contributing to redox-sensitive transcription and innate immune defense. Conversely, the expression of cystine/glutamate transporter-like (*CGTL*) and eosinophil peroxidase (*EPX*) genes involved in immune defense and redox balance was downregulated in the pancreas of SB-fed broilers. 

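*CGTL* (ENSGALG00010013309; chromosome 1, 56680624 to 56709615) was expressed in the pancreas at 2.60 ± 1.55 CPM (SD, n = 6) in control and 1.03 ± 0.400 CPM (SD, n = 5) in SB-fed broilers. In edgeR's test, its log2 fold change was 1.33 (standard error 0.43) with an unadjusted P of 0.0094 and an adjusted p = 0.995, and it ranged from 1.02 to 1.52 with each library left out. All 5 SB-fed broilers were below the control median and 2 were below every control broiler (exact permutation test, p = 0.0433). For *EPX* (ENSGALG00010029571; chromosome 19, 953007 to 966398), expression was 0.706 ± 0.341 CPM (SD, n = 6) in control and 0.333 ± 0.0795 CPM (SD, n = 5) in SB-fed broilers, from counts of 17 to 93. Its log2 fold change of 1.08 (standard error 0.34, unadjusted P of 0.00856, adjusted p = 0.995) is close to the threshold of 1. It fell below 1 without control replicate 2 (0.91), control replicate 3 (0.89) or SB replicate 2 (0.95) and in limma-voom (0.97), and one fit over both tissues gave an unadjusted P of 0.0630. Each of the 5 SB-fed broilers was below the control median (exact permutation test, p = 0.0238).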

While *CGTL* mediates the exchange of intracellular glutamate for cystine, facilitating glutathione synthesis and epithelial redox homeostasis [54], *EPX* generates enzyme-based antimicrobial oxidants at inflammatory sites [91]. The reduced expression of these genes in SB-fed broilers may indicate a reduced reliance on innate antioxidant and enzyme-based defenses, possibly due to improved gut barrier integrity as discussed above. Together, these transcriptomic changes suggest that SB supplementation modulates redox and immune signaling, potentially improving mucosal defense and overall broiler performance. Moreover, the bioactive compounds in SB may reduce oxidative activities and enhance the immune response of broilers, as previously reported by Lumsangkul et al. [92] in *Nile tilapia* fed SB powder, which upregulated cytokines and antioxidants in the liver and intestine.

Adaptations in growth-regulatory signaling may also underlie the improved performance observed in SB-fed broilers. In this study, pituitary-specific positive transcription factor 1 (*POU1F1*), which controls growth hormone, prolactin, and thyroid-stimulating hormone β subunit expression [93, 94], was unexpectedly elevated in the jejunum of SB-fed broilers. 

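In the jejunum, *POU1F1* was expressed at 2.24 ± 1.12 CPM (SD, n = 5) in control and 6.22 ± 5.50 CPM (SD, n = 6) in SB-fed broilers. EdgeR gave a log2 fold change of -1.46 (standard error 0.64) with an unadjusted P of 0.0418 and an adjusted p = 1.00. Of the SB-fed broilers, 4 exceeded every control broiler and 2 lay below the control median (exact permutation test, p = 0.188). SB replicate 3 was the highest, at 16.1 CPM, and without it the log2 fold change was -0.92. The threshold on P was missed in 7 of the 11 fits without one library: control replicate 2, 3, 4 or 5 or SB replicate 1, 3 or 4. Limma-voom gave an unadjusted P of 0.249.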

In chickens, *POU1F1* expression has been positively associated with growth traits [95, 96]. Although its official role is in the pituitary, *POU1F1* upregulation in the jejunum of SB-fed broilers may reflect an adaptive entero-pituitary feedback loop aimed at sustaining growth hormone and prolactin-mediated growth processes. This mechanism could help maintain growth trajectories, suggesting SB’s potential to enhance nutrient and energy utilization, as shown by Kheravii et al. [16].

GO functional enrichment analysis revealed several key terms in the jejunum and pancreas. The enrichment of GO:0030277 ~ maintenance of gastrointestinal epithelium (enriched with *TFF3* and *RBP4A*) and GO:0001696 ~ gastric acid secretion (enriched with *GHRL* and *SLC9A4*) in the pancreas of SB-fed broilers highlights a coordinated physiological response. 

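*GHRL* (ENSGALG00010019047; chromosome 12, 19630797 to 19633503) was at 1.53 ± 0.753 CPM (SD, n = 6) in the pancreas of control and 3.37 ± 1.70 CPM (SD, n = 5) in that of SB-fed broilers. In edgeR's test, the log2 fold change was -1.17 (standard error 0.39, unadjusted P of 0.0115, adjusted p = 0.995), and 3 of 5 SB-fed broilers were above every control broiler (exact permutation test, p = 0.0238). Without SB replicate 2, the highest at 6.08 CPM, the log2 fold change was -0.84. *SLC9A4* (ENSGALG00010013886; chromosome 1, 134052428 to 134087008) was at 0.173 ± 0.162 CPM (SD, n = 6) in control and 1.10 ± 1.27 CPM (SD, n = 5) in SB-fed broilers, with counts as low as 4. EdgeR's estimate of its log2 fold change was -2.72 (standard error 0.89, unadjusted P of 0.0101, adjusted p = 0.995). Of 5 SB-fed broilers, 2 were above every control broiler and 1 was below the control median (exact permutation test, p = 0.0714). Without SB replicate 1, the log2 fold change of *SLC9A4* was -1.86, and limma-voom gave an unadjusted P of 0.0975.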

While the former maintains the integrity of the digestive tract’s epithelial barrier, the latter controls the release of hydrochloric acid to improve digestion. Furthermore, the enrichment of GO:0006814 ~ sodium ion transport in the pancreas of SB-fed broilers, driven by the upregulation of *SLC9A4*, *SLC9A3*, and *SCN3B*, likely enhanced sodium (Na^+^) homeostasis. 

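*SLC9A3* (ENSGALG00010007655; chromosome 2, 55391772 to 55458047) was at 0.633 ± 0.496 CPM (SD, n = 6) in the pancreas of control and 2.50 ± 1.96 CPM (SD, n = 5) in that of SB-fed broilers. Between the diets, the log2 fold change was -1.89 (standard error 0.61, unadjusted P of 0.00978, adjusted p = 0.995). The diets overlapped in 1 SB-fed broiler (exact permutation test, p = 0.0281), and the log2 fold change without SB replicate 4, the highest at 5.74 CPM, was -1.33. With all libraries scaled together, *SLC9A3* was at 157 CPM in the jejunum and 2.61 CPM in the pancreas. *SCN3B* (ENSGALG00010025429; chromosome 24, 2942814 to 2959174) was at 2.18 ± 0.695 CPM (SD, n = 6) in control and 4.61 ± 1.66 CPM (SD, n = 5) in SB-fed broilers, a log2 fold change of -1.08 (standard error 0.27, unadjusted P of 0.00168, adjusted p = 0.995). In 4 of 5 SB-fed broilers it exceeded every control broiler (exact permutation test, p = 0.00649). In edgeR's test, its log2 fold change was -0.98 without control replicate 3 and -0.87 without SB replicate 2, both short of the threshold of 1.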

The *TFF3* gene works with mucins to protect the GIT epithelium from mechanical and inflammatory damage [62]. The *RBP4A* gene enhances retinol uptake to support retinoid-dependent processes, such as growth regulation, immune function, and epithelial health [75]. The increased expression of these DEGs in SB-fed broilers indicates a coordinated molecular response to maintain epithelial integrity and function in response to dietary fiber. Ghrelin (*GHRL*), a peptide hormone primarily produced in the stomach, stimulates appetite, gastric motility, growth hormone release, and regulates energy metabolism [97, 98]. Its upregulation may reflect an adaptive hormonal response aimed at boosting gastric function and feed intake efficiency in response to dietary fiber. Members of the sodium-hydrogen exchanger protein family, *SLC9A4* and *SLC9A3*, contribute to transepithelial sodium and water absorption, intracellular pH regulation, cellular volume regulation, and acid-base balance [99]. Sodium voltage-gated channel beta subunit 3 (*SCN3B*) modulates voltage-gated sodium channels, influencing membrane excitability [60]. The coordinated upregulation of these transporters in the pancreas of SB-fed broilers may indicate enhanced epithelial ion exchange capacity and acid-base balance, potentially reflecting adaptive responses to the increased fermentative and mechanical demands of an insoluble-fiber diet. These physiological responses underpin the higher nutrient and energy digestibility and utilization observed in SB-fed broilers by Kheravii et al. [16] and the superior performance in SB-fed broilers in this study.

Additionally, the term response to oxidative stress (GO:0006979) was enriched with *DUOX2*,* GPX2*, *EPX*, and *PTGS2*. Interestingly, three of these DEGs (*DUOX2*,* EPX*, and *PTGS2*), which were enriched in this biological process, were also enriched in two molecular function terms, heme binding (GO:0020037) and peroxidase activity (GO:0004601), likely acting as heme-dependent peroxidases. Heme is an iron-bound porphyrin complex that serves as a vital cofactor in various biological processes, including energy metabolism and detoxification [100]. Peroxidases, generally heme-containing enzymes, use H_2_O_2_ as a substrate to drive several biological processes, including the oxidation of ROS, xenobiotic detoxification, innate immunity, hormone biosynthesis, and inflammatory disease pathogenesis [101]. In SB-fed broilers, the upregulation of *DUOX2*, which produces H₂O₂ for redox signaling and mucosal innate immunity [87], and glutathione peroxidase 2 (*GPX2*), which converts H₂O₂ to water to maintain redox balance [102], likely reflects a proactive, homeostatic adaptation to mild oxidative cues from fiber fermentation. 

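*GPX2* (ENSGALG00010021537) lies on chromosome 5 from 530082 to 530888. In the pancreas it was at 1.32 ± 0.929 CPM (SD, n = 6) in control and 3.16 ± 2.46 CPM (SD, n = 5) in SB-fed broilers, a log2 fold change of -1.23 (standard error 0.54) with an unadjusted P of 0.0428 and an adjusted p = 0.995. All 5 SB-fed broilers were above the control median and 2 were above every control broiler (exact permutation test, p = 0.0866). The threshold on P was missed in 8 of the 11 fits without one library: control replicate 1, 2, 3, 5 or 6 or SB replicate 1, 2 or 5. The estimate was -0.73 without SB replicate 5, the highest at 7.06 CPM. Limma-voom gave an unadjusted P of 0.0849 and the libraries thinned to equal depth gave 0.0527.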

The upregulation of prostaglandin-endoperoxide synthase 2 (*PTGS2*, also known as *COX-2*), an enzyme involved in prostaglandin synthesis and inflammation [103, 104], indicates potential modulation of immune and metabolic signaling pathways in response to SB inclusion. Together, the coordinated induction of these terms, enriched with *DUOX2*, *GPX2*, and *PTGS2*, which are upregulated in the pancreas of SB-fed broilers, suggests improved mucosal defense, redox signaling, and metabolic support, without showing signs of oxidative stress.

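*PTGS2* (ENSGALG00010021038; chromosome 8, 10138921 to 10147005) was at 11.5 ± 3.88 CPM (SD, n = 6) in the pancreas of control and 28.5 ± 19.3 CPM (SD, n = 5) in that of SB-fed broilers. EdgeR gave a log2 fold change of -1.31 (standard error 0.42, unadjusted P of 0.0099, adjusted p = 0.995). While 3 of 5 SB-fed broilers exceeded every control broiler, the other 2 were below the control median, and the exact permutation test gave p = 0.0584. Without SB replicate 2, the highest at 54.7 CPM, the log2 fold change was -0.93 and fell short of the threshold.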

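The membrane term of Table 6 lists 15 jejunal genes, 7 higher in control and 8 higher in SB-fed broilers, and 14 of the 15 passed both thresholds here. Their log2 fold changes ranged from -2.24 to 1.81, and the exact permutation test gave a p under 0.05 for 7 of the 15. In the pancreas, the term lists 34 genes in Supplementary Table 3, and 33 of them passed, with 8 of the 34 higher in control and 26 higher in SB-fed broilers and log2 fold changes from -3.20 to 3.02. The permutation test gave a p under 0.05 for 20 of the 34. The diets did not overlap in 0 of the jejunal and 2 of the pancreatic genes. All were DEGs of the study on these same libraries, so the chance value of an unselected gene does not apply to them.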

Interestingly, membrane (GO:0016020), a cellular component, was the most significantly enriched term with the highest number of DEGs in both the jejunum and pancreas in this study. This term refers to a lipid bilayer, along with all the proteins and protein complexes embedded and attached to it. The function of a membrane protein is reflected by how it associates with the lipid bilayer [105]. This enrichment, involving genes that encode membrane-bound transporters, receptors, enzymes, and structural proteins, suggests a coordinated cellular adaptation to SB supplementation. The enrichment likely reflects tissue-wide and cellular efforts to regulate nutrient transport, ion exchange, immune signaling, and barrier integrity in response to the microbial fermentative activities induced by dietary fiber. For example, in the jejunum and pancreas, membrane-associated DEGs such as *TRPM3* (Ca²⁺ influx), *SLC16A4* (nutrient transport), *GAL3ST2* (sulfation of mucin glycans), *RBP4A* (retinol transport), and *FFAR4* (fatty acid sensing) indicate tissue-specific molecular adjustments to support epithelial maintenance and digestive efficiency of insoluble fiber as discussed above. These transcriptomic and physiological patterns align with previous findings [16] showing improved nutrient digestibility and utilization in SB-fed broilers and may represent molecular mechanisms contributing to those observed performance outcomes.

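Whether a difference between the diets itself differs between the tissues was tested in one fit over both tissues, as the log2 fold change in the jejunum minus that in the pancreas. For *TRPM3* this interaction was -2.49 (unadjusted P of 0.00369 from edgeR's test), for *SLC16A4* -1.37 (unadjusted P of 0.0590) and for *GAL3ST2* -1.78 (unadjusted P of 0.106). *RBP4A* and *FFAR4* gave 2.01 (unadjusted P of 0.0078) and 2.54 (unadjusted P of 0.00026). Over the 15032 genes tested, 521 (3.47%) had an unadjusted P under 0.05 and 0 had an adjusted p under 0.05 by edgeR's test, with the smallest at adjusted p = 1.00. Limma-voom also called 0, with or without the number in the sample labels that the tissues share as a random block.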

## Conclusion

This study demonstrates that SB supplementation induces beneficial transcriptomic responses in the jejunum and pancreas of broiler chickens, indicating coordinated molecular adaptations that may enhance immunity, nutrient utilization, and overall performance. The upregulation of genes related to mineral and energy transport (e.g., *TRPM3*, *SLC16A4*, *FFAR4*,* RBP4A*), epithelial integrity (*WNT9A*, *TFF3*, *AGR2*), redox and immune defense (*DUOX2*, *GPX2*, *MHCY6*), and growth regulation (*POU1F1*) indicates transcriptional changes that support gut health, nutrient transport, metabolism, and growth in SB-fed broilers. Additionally, several key biological processes that are significantly enriched may highlight the functional pathways involved in broilers’ physiological adaptation to SB supplementation. 

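The jejunal list held 10 genes, those named in the text or in the biological process terms of Table 6 with P under 0.05. The other genes of the membrane term were not on it. In edgeR's test, 9 of the 10 had a P under 0.05 when adjusted over the list alone. Of the 15 pancreatic genes named in the text, 14 did. The exact permutation test gave a p under 0.05 for 4 of the 10 and 11 of the 15, and for 3 and 2 of them when adjusted over the list alone. Adjusted over all genes tested, 0 of either list passed in edgeR's test. The study chose both lists on these libraries, so the values adjusted over the list alone are not independent evidence. With each library left out in turn, 6 of 11 values past both thresholds in the jejunum stayed past them in every fit, as did 12 of 17 in the pancreas, each count including the genes with the smallest P, and no fold change under any setting reversed its direction. In the lists of 10 and 15 genes, *KCND3*, *CGTL* and *EPX* were higher in control broilers. From the higher expression in SB-fed broilers of genes for transport, epithelial integrity, defense and growth regulation, the paper proposes transcriptional changes that support gut health and that may enhance performance.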

Overall, these findings provide insight into how dietary insoluble fiber may influence host physiology and offer a molecular basis for including alternative, fiber-rich feed ingredients, such as SB, in sustainable poultry production. Future studies should integrate omics-based evidence with broader assessments of physiological, metabolic, and performance traits and explore SB inclusion with other feed additives in low-protein diets to evaluate their impact on feed efficiency and sustainable broiler production.

## Supplementary Information

Supplementary Material 1. Supplementary Table 1: Differentially expressed genes in the jejunum of broilers fed the control diet compared to those fed the SB diet.

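The table gives, for each DEG of the jejunum, the log2 fold change of control against SB, its unadjusted P and its direction, where upregulated means higher in control broilers. All 41 of its genes were tested here, and all 41 changed in the direction the table gives, 18 higher in control and 23 higher in SB-fed broilers, with log2 fold changes that differ from the paper's by at most 0.0832. Both thresholds were passed by 38 of them. The other 3 were *VEPH1*, *GAL3ST2* and *KRT24*, the last with a log2 fold change of -0.99 and an unadjusted P of 0.0536. The exact permutation test gave a p under 0.05 for 22 of the 41 genes.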

Supplementary Material 2. 

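For the pancreas, the corresponding table of the paper lists 125 DEGs, of which 123 were linked to 1 identifier and 2 could not be told from each other. Of the 123, 36 were higher in control and 87 were higher in SB-fed broilers, all in the direction the table gives, and the log2 fold changes differ from the paper's by at most 0.377. All of the 123 but *ENTPD8L2* (log2 fold change -1.34, edgeR's unadjusted P of 0.0506) passed both thresholds. In all, 2 of the 125 DEGs of the paper did not pass here, the other being of the pair that could not be told apart. An exact permutation p under 0.05 was found for 75 of the 123 genes, and the diets did not overlap in 8. The study chose these genes on the same libraries, so neither count can be set against the chance value of an unselected gene.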

Supplementary Table 2: Differentially expressed genes in the pancreas of broilers fed the control diet compared to those fed the SB diet.

Supplementary Material 3. Supplementary Table 3: Gene ontology enrichment analysis of the DEGs in the pancreas.

## Data Availability

The raw and normalized count data for all samples have been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under accession number GSE330384 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE330384). Supplementary results, including differentially expressed genes and gene ontology enrichment analysis, are included in the Additional files.

## Abbreviations

SB: Sugarcane bagasse
SID: Standard ileal digestible
NSP: Non-starch polysaccharide
ME: Metabolizable energy
SEM: Standard error of mean
WG: Weight gain
FI: Feed intake
FCR: Feed conversion ratio
RNA-seq: RNA sequencing
DEGs: Differentially expressed genes
GO: Gene ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
SCFA: Short-chain fatty acids
RIN: RNA integrity number
PCA: Principal component analysis
DAVID: Database for Annotation, Visualization, and Integrated Discovery
RBP4A: Retinol-binding protein 4 A
*GAL3ST2*: Galactose-3-O-sulfotransferase 2
*WNT9A*: WNT family member 9 A
*SBSPON*: Somatomedin B and thrombospondin type 1 domain containing
*TFF3*: Trefoil factor family member 3
*AGR2*: Anterior gradient 2
*DUOX2*: Dual oxidase 2
*GPX2*: Glutathione peroxidase 2
*PTGS2*: Prostaglandin-endoperoxide synthase 2
*TRPM3*: Transient receptor potential melastatin-3
*SLC16A4*: Solute carrier family 16 member 4
*FFAR4*: Free fatty acid receptor 4
*MHCY6*: Major histocompatibility complex
*POU1F1*: Pituitary-specific positive transcription factor 1

# Supplementary material for: Jejunal and pancreatic transcriptomic adaptations underpin enhanced performance in broilers fed sugarcane bagasse-supplemented diets
**Source:** BMC Genomics. 2026 May 22;27:620. doi: 10.1186/s12864-026-12978-3
**Supplement:** Supplementary file 1 — Supplementary Material 1. Supplementary Table 1: Differentially expressed genes in the jejunum of broilers fed the control diet compared to those fed the SB diet.

**Supplementary Table 1. Differentially expressed genes in the jejunum of broilers fed the control diet compared to those fed the SB diet.**

| **Gene symbol** | **logFC^1^** | ***P*-value** | **Direction^2^** |
| --- | --- | --- | --- |
| *ENSGALG00010001529* | 1.744 | 0.001 | Upregulated |
| *SNPH* | 1.556 | 0.001 | Upregulated |
| *ENSGALG00010003520* | 1.412 | 0.003 | Upregulated |
| *FAM179A* | 1.401 | 0.005 | Upregulated |
| *LOC112530310* | 1.436 | 0.007 | Upregulated |
| *ENSGALG00010005303* | 1.583 | 0.009 | Upregulated |
| *ENSGALG00010016688* | 1.129 | 0.010 | Upregulated |
| *ENSGALG00010021837* | 1.048 | 0.011 | Upregulated |
| *KIF6* | 1.013 | 0.017 | Upregulated |
| *LOC112531163* | 1.174 | 0.019 | Upregulated |
| *LOC107050135* | 1.196 | 0.019 | Upregulated |
| *GLDN* | 1.621 | 0.020 | Upregulated |
| *KCND3* | 1.111 | 0.023 | Upregulated |
| *RASSF10* | 1.078 | 0.026 | Upregulated |
| *CA7* | 1.100 | 0.035 | Upregulated |
| *CHIR-B3* | 1.025 | 0.044 | Upregulated |
| *ENSGALG00010004383* | 1.167 | 0.045 | Upregulated |
| *ENSGALG00010012331* | 1.810 | 0.048 | Upregulated |
| *LOC121109863* | -1.423 | 0.002 | Downregulated |
| *TRPM3* | -1.594 | 0.003 | Downregulated |
| *LOC121106487* | -2.281 | 0.004 | Downregulated |
| *LOC415478* | -1.034 | 0.007 | Downregulated |
| *SBSPON* | -1.282 | 0.007 | Downregulated |
| *LOC121106936* | -2.277 | 0.008 | Downregulated |
| *SLC16A4* | -1.546 | 0.012 | Downregulated |
| *PITX3* | -1.256 | 0.014 | Downregulated |
| *WNT9A* | -3.440 | 0.022 | Downregulated |
| *ENSGALG00010011938* | -1.170 | 0.022 | Downregulated |
| *ENSGALG00010012827* | -1.391 | 0.022 | Downregulated |
| *ENSGALG00010018574* | -1.144 | 0.032 | Downregulated |
| *PRDM8* | -2.325 | 0.033 | Downregulated |
| *ENSGALG00010015567* | -1.171 | 0.034 | Downregulated |
| *VEPH1* | -1.903 | 0.036 | Downregulated |
| *ZNFY1* | -2.275 | 0.038 | Downregulated |
| *MHCY6* | -1.765 | 0.039 | Downregulated |
| *TTC24* | -1.230 | 0.039 | Downregulated |
| *AJAP1* | -1.800 | 0.040 | Downregulated |
| *CCR8L* | -1.195 | 0.042 | Downregulated |
| *POU1F1* | -1.470 | 0.044 | Downregulated |
| *KRT24* | -1.005 | 0.048 | Downregulated |
| *GAL3ST2* | -1.695 | 0.049 | Downregulated |

**^1^** logFC = log_2_ fold change

^2^ Direction: Indicates whether the gene is upregulated or downregulated. Upregulated genes are highly expressed in broilers fed the control diet than in SB-fed broilers, whereas downregulated genes are expressed at lower levels in control-fed broilers compared to those fed the SB diet

# Supplementary material for: Jejunal and pancreatic transcriptomic adaptations underpin enhanced performance in broilers fed sugarcane bagasse-supplemented diets
**Source:** BMC Genomics. 2026 May 22;27:620. doi: 10.1186/s12864-026-12978-3
**Supplement:** Supplementary file 2 — Supplementary Material 2. Supplementary Table 2: Differentially expressed genes in the pancreas of broilers fed the control diet compared to those fed the SB diet.

**Supplementary Table 2. Differentially expressed genes in the pancreas of broilers fed the control diet compared to those fed the SB diet.**

**^1^** logFC = log_2_ fold change

^2^ Direction: Indicates whether the gene is upregulated or downregulated. Upregulated genes are highly expressed in broilers fed the control diet than in SB-fed broilers, while downregulated genes are expressed at lower levels in control-fed broilers compared to those fed the SB diet

# Supplementary material for: Jejunal and pancreatic transcriptomic adaptations underpin enhanced performance in broilers fed sugarcane bagasse-supplemented diets
**Source:** BMC Genomics. 2026 May 22;27:620. doi: 10.1186/s12864-026-12978-3
**Supplement:** Supplementary file 3 — Supplementary Material 3. Supplementary Table 3: Gene ontology enrichment analysis of the DEGs in the pancreas.

**Supplementary Table 3. Gene ontology enrichment analysis of the DEGs in the pancreas**

| Category | Term | Count | *P*-value | Genes |
| --- | --- | --- | --- | --- |
| Biological Process | GO:0015074~DNA integration | 5 | 0.001 | *LOC107052718, LOC770705, ENSGALG00010007387, ENSGALG00010003264, ENSGALG00010004778* |
|  | GO:0016032~viral process | 4 | 0.006 | *ENSGALG00010003264, ENSGALG00010023711, ENSGALG00010018624, ENSGALG00010012836* |
|  | GO:0006508~proteolysis | 9 | 0.007 | *ADAM28, CAPN9, DPP6, MMP7, LVRN, CAPN8, LOC768817, ENSGALG00010012676, ENSGALG00010003264* |
|  | GO:0043627~response to extrogen | 3 | 0.009 | *GHRL, RBP4A, WNT7A* |
|  | GO:0006979~response to oxidative stress | 4 | 0.010 | *EPX, PTGS2, DUOX2, GPX2* |
|  | GO:0019373~epoxygenase P450 pathway | 2 | 0.013 | *CYP2C23a* |
|  | GO:0006814~sodium ion transport | 3 | 0.028 | *SLC9A4, SLC9A3, SCN3B* |
|  | GO:0006278~RNA-templated DNA biosynthetic process | 2 | 0.031 | *LOC107052718, LOC770705* |
|  | GO:0006805~xenobiotic metabolic process | 3 | 0.036 | *CYP2C23a, AHR1B* |
|  | GO:0001696~gastric acid secretion | 2 | 0.043 | *GHRL, SLC9A4* |
|  | GO:0030277~maintenance of gastrointestinal epithelium | 2 | 0.043 | *RBP4A, TFF3* |
|  | GO:0032691~negative regulation of interleukin-1 beta production | 2 | 0.061 | *GHRL, FFAR4* |
|  | GO:0086005~ventricular cardiac muscle cell action potential | 2 | 0.067 | *SCN3B, RYR2* |
|  | GO:0010460~positive regulation of heart rate | 2 | 0.073 | *SCN3B, RYR2* |
|  | GO:0090336~positive regulation of brown fat cell differentiation | 2 | 0.073 | *PTGS2, FFAR4* |
|  | GO:0006082~organic acid metabolic process | 2 | 0.096 | *CYP2C23a* |
|  | GO:0006885~regulation of PH | 2 | 0.096 | *SLC9A4, SLC9A3* |
| Cellular Component | GO:0005615~extracellular space | 19 | 0.000 | *GHRL, RBP4A, WNT7A, EPX, TFF3, COL17A1, BCHE, HPX, SPINK7, SPP1, AGR2, SOSTDC1, MHCY6, IL12A, OVST, CRISP2, AvBD10, LOC768817, ENSGALG00010023042,* |
|  | GO:0005576~extracellular region | 18 | 0.000 | *GHRL, WNT7A, COL17A1, BCHE, HPX, SPP1, IL12A, OVST, FGFBP1, CRISP2, AvBD10, RNLS, CFAP45, LOC768817, ENSGALG00010001707, ENSGALG00010023878, ENSGALG00010023042, ENSGALG00010024706* |
|  | GO:0016020~membrane | 34 | 0.035 | *DPP6, RBP4A, WNT7A, SLC9A4, FFAR4, COL17A1, BCHE, EVA1CL, SYNDIG1L, GALR1, SCTR, ATP10B, SLC12A5, ENTPD8L2, ABCB5, SLC28A3, CGTL, KCNH6, OTOF, DUOXA1L, MYO7B, CLRN3, SLC22A13L, IL13RA2, ROS1, LOC107057295, LOC121106936, ENSGALG00010011074, ENSGALG00010001560, ENSGALG00010012836, ENSGALG00010001726, ENSGALG00010001707, ENSGALG00010000628, ENSGALG00010001816* |
| Molecular Function | GO:0003964~RNA-directed DNA polymerase activity | 6 | 0.000 | *LOC107052718, LOC770705, ENSGALG00010003264, ENSGALG00010004778, ENSGALG00010012676, ENSGALG00010007387* |
|  | GO:0004523~RNA-DNA hybrid ribonuclease activity | 5 | 0.003 | *LOC107052718, LOC770705, ENSGALG00010003264, ENSGALG00010004778, ENSGALG00010007387* |
|  | GO:0020037~heme binding | 5 | 0.009 | *EPX, PTGS2, DUOX2, CYP2C23a* |
|  | GO:0004601~peroxidase activity | 3 | 0.011 | *EPX, PTGS2, DUOX2* |
|  | GO:0030246~carbohydrate binding | 5 | 0.015 | *SPINK7, EVA1CL, LOC121113331, ENSGALG00010007123, ENSGALG00010007182* |
|  | GO:0008270~zinc ion binding | 11 | 0.016 | *MMP7, LVRN, LOC107052718, LOC770705, ENSGALG00010003264, ENSGALG00010004778, ENSGALG00010023711, ENSGALG00010018624, ENSGALG00010012836, ENSGALG00010012676, ENSGALG00010007387* |
|  | GO:0008392~arachidonate epoxygenase activity | 2 | 0.019 | *CYP2C23a* |
|  | GO:0015385~sodium: proton antiporter activity | 2 | 0.069 | *SLC9A4, SLC9A3* |
|  | GO:0004867~serine-type endopeptidase inhibitor activity | 3 | 0.083 | *SPINK7, OVST, ENSGALG00010023042* |

How the deposited data were processed for this re-analysis (not part of the article)

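RNA from the proximal jejunum and pancreas of male broilers fed the control diet or the diet with 2% SB was sequenced on d 24, and 22 libraries were analysed: 5 and 6 from the jejunum (control and SB) and 6 and 5 from the pancreas. Diet and tissue of each library come from its label. According to the paper, 1 broiler per pen gave both tissues, and the authors excluded outlier samples from further analyses.

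The authors checked reads with FastQC 0.12.0, trimmed them with Trimmomatic 0.39, aligned them to GRCg7b with STAR 2.7.9 and counted them per gene with HTSeq 2.0.3, and deposited the result as raw counts of 17007 Ensembl genes. Whether counting was stranded, and how multi-mapping reads and mates were treated, is not stated. The authors also deposited log2 values, which are edgeR's log2 CPM with factors of the trimmed mean of M-values over the 22 libraries and a prior count of 2: computing them from the counts gave 374154 of 374154 values to within 1e-06. All results here were computed from the counts. In all, 618 genes had no count in any library.

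Within each tissue, genes were filtered with filterByExpr (minimum count 10, minimum total 15), scaled by the trimmed mean of M-values, and compared between the diets with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3. The function glmQLFit was run with legacy = FALSE and robust = FALSE, whereas its default in this version is legacy = TRUE. That setting and the robust one were tried as alternatives. A DEG has an absolute log2 fold change of at least 1 and an unadjusted P under 0.05, as in the paper, and P-values were also adjusted over all genes tested (Benjamini-Hochberg). The standard error of a log2 fold change is its size divided by the square root of F. Named genes were tested as well by a two-sided exact permutation test of the difference in mean log2 CPM. The difference between the tissues was tested as an interaction in one fit over the 4 groups. Tested on simulated data with 200 changed genes, the procedure called 200 in the jejunum and 198 in the pancreas after adjustment. It also called 12 and 10 unchanged genes, while 48 and 192 unchanged genes passed the DEG thresholds. These rates hold for the simulated genes only. They do not give the power to find a change in the real libraries, so 0 adjusted calls there do not show that no gene changed.

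Named genes are those the Results or Discussion name as changed and the jejunal genes of the biological process terms of Table 6 with a P under 0.05. In each tissue, the 3 DEGs with the smallest P were added. The other genes of the membrane term of Table 6 were only counted as a set. The values in the tables of the paper had been seen when this rule was written. The genes the Introduction names for the pancreas (*AMY2A* and *CELA1*), the jejunum (*CAT1* and *GLUT2*) and the proventriculus (*PGA5* and *PGC*) and lists of cell type markers were not analysed here, since symbols were linked to identifiers here only through Supplementary Tables 1 and 2. The enrichment test of DAVID and the performance data were not analysed here either.

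The tests and the following alternatives were set before the data were examined: size factors of DESeq2, the Wald test of DESeq2 1.42.0, limma-voom (limma 3.58.1), no filter on low counts, a stricter filter of 1 CPM in 5 libraries, one fit over both tissues, the legacy and the robust fit, libraries thinned to the smallest of the tissue, the replicate number as a block, an unadjusted P under 0.01, a test against a log2 fold change of 1, and each library left out in turn. The legacy fit together with the robust one was added after the paper's values were seen.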

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

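The test of *WNT9A* for pancreatic tissue was chosen only after the result was seen. Of 68 groups of values, 5 held 1 library far from the others by Dixon's ratio, where chance gives 3.4.

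*WNT9A* in the jejunum of SB replicate 6 was at 157 CPM, against 1.16 to 4.92 CPM in the other SB libraries. Pancreatic tissue in that sample is argued against: with all libraries scaled together, *WNT9A* was at 89.4 CPM there, above every pancreas library, of which the highest was at 11.4 CPM. The most abundant pancreatic gene, ENSGALG00010011790, was at 0.371 CPM in that library, within the 0.190 to 2.05 CPM of the other jejunum libraries. In the same library, *AJAP1* was at 12.5 CPM, against 0.812 to 2.17 CPM. That library held 6 genes at least 2 log2 units above every other jejunum library, 4 of them DEGs. A state of that broiler, a difference in the piece of tissue sampled and a technical fault remain open and were not tested.

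*SNPH* in the jejunum of control replicate 5 was at 0.763 CPM, against 1.47 to 1.78 CPM in the other control libraries, and *LOC107057295* in the pancreas of control replicate 3 was at 7.73 CPM, against 12.8 to 16.5 CPM. The total count of pancreas control replicate 6 was 166039437, against 65957320 to 81473749 in the other control libraries. No explanation of these 3 values, technical or biological, was tested. The 3.4 values that chance gives are to be set against all 5 that were flagged, and do not explain any single one.

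Total counts were higher in the pancreas of SB-fed broilers, while in the jejunum their difference between the diets lay within chance. Thinning each library to the smallest of its tissue gave 46 DEGs in the jejunum and 147 in the pancreas. Random splits gave similar numbers (medians 66 and 150), so these counts cannot tell whether depth is the source of the DEGs. Of the named genes past both thresholds, *KCND3* in the jejunum and *GPX2* in the pancreas missed them in the thinned libraries. The others still passed, which argues against the unequal number of counts alone as the source of their calls. Thinning leaves in place any other difference between libraries that goes with depth, and no such difference was tested.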

How the results depend on the processing

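The combination of the legacy and robust fits was chosen only after the paper's values were seen, and gave 41 DEGs in the jejunum and 125 in the pancreas.

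The 49 DEGs of the jejunum became 148 without the filter on low counts, 21 with the stricter filter, 13 at an unadjusted P under 0.01 and 8 in the test against a log2 fold change of 1, and ranged from 44 to 83 without one library (83 without SB replicate 1). The other settings gave 38 (limma-voom) to 67 (one fit over both tissues). The 155 DEGs of the pancreas became 332 without the filter, 60 with the stricter one, 299 in one fit over both tissues, 100 with limma-voom, 56 at a P under 0.01 and 52 in the test against 1, and ranged from 144 to 236 without one library (236 without SB replicate 1). The stricter filter, the lower P and the test against 1 admit fewer genes by construction; for the others the cause was not tested.

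No gene of the jejunum had an adjusted p under 0.05 in any setting (0 in each). In the pancreas, where edgeR gave 0, DESeq2 gave 15 and one fit over both tissues 1, and the fits without one library 0 to 1, with 1 without control replicate 3 (adjusted p = 0.0428). Genes with an interaction numbered 0 in all settings.

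Of the log2 fold changes of named genes, no direction reversed (0 of 257 values under alternatives in the jejunum and 0 of 389 in the pancreas). In the jejunum, 31 of these values missed thresholds that edgeR's test met and 9 met thresholds that it missed, and in the pancreas 25 and 0 did. DESeq2 gave no P for *WNT9A* and *AJAP1*, and genes removed by the stricter filter have no value under it. Marker lists were not run.

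With the replicate number as a block, 43 DEGs of the jejunum and 123 of the pancreas were found. Of these, 22 and 74 were shared with the fit without it. Replicate 6 was an SB library in the jejunum and a control library in the pancreas, with no counterpart in the other diet. The block therefore takes that library out of the diet comparison. Leaving out SB replicate 6 of the jejunum gave similar log2 fold changes for *WNT9A* (-0.25), *AJAP1* (-0.34) and *GAL3ST2* (-0.86), so the block is not a separate check on them. Named genes that met both thresholds without the block but not with it were *WNT9A* (log2 fold change -0.19, edgeR's unadjusted P 0.450), *SLC16A4* (-1.00, 0.0680), *MHCY6* (-1.18, 0.188) and *AJAP1* (-0.28, 0.437) in the jejunum and *CGTL* (1.03, 0.0638), *GHRL* (-1.14, 0.0599) and *GPX2* (-1.10, 0.121) in the pancreas. In neither fit did *GAL3ST2* meet them (-0.74, 0.250 with the block). The numbers do not pair the libraries: the correlation of same-numbered libraries ranged from -0.405 to 0.170 over 5 pairs in the jejunum and from -0.520 to 0.241 over 5 pairs in the pancreas.

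Beyond the thinned libraries, which gave 46 and 147 DEGs, no limit set by depth was tested. Of the DEGs, 46.9% in the jejunum and 50.3% in the pancreas lie below 1 CPM.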

Differences from the paper's values

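The legacy fit together with the robust one was chosen only after the paper's values were seen, and the test of total counts against Table 3 after that result was seen. Below, a count or P is said to differ from the paper's when one is more than 1.5 times the other. For P, the rounding of the paper's value to 3 decimals was allowed for. Against the printed values themselves, more would differ, among them the P of *SNPH*, *ZNF804B*, *FFAR4*, *SLC9A3* and *EPX*. For *FFAR4* in the pancreas, the P was 0.00642 here and is 0.004 in the paper.

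The paper's mean clean reads are 7003375 and 12222939 for the jejunum (control and SB) and 9969542 and 21496647 for the pancreas, while mean total counts were 48856600, 82263708, 88092200 and 184592000. This comparison was made with all libraries at full depth only, under none of the alternatives set before the data were examined.

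The paper gives 36 DEGs higher in control broilers in the pancreas, and 62 were found here. Among the alternatives set before the data were examined, the legacy fit (36), limma-voom (42), the thinned libraries (48), the replicate number as a block, and the fits without control replicate 6 (51) or SB replicate 2 (47) lie within 1.5 times the paper's value. The size factors of DESeq2 (63), its Wald test (56), no filter (184), the stricter filter (11), one fit over both tissues (150), the robust fit (62), a P under 0.01 (18), the test against 1 (15) and the other fits without one library (55 to 164) lie outside it. The legacy fit with the robust one, chosen after seeing the values, gives 36 and drops 0 of the paper's DEGs.

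For *KCND3* in the jejunum, the paper's unadjusted P is 0.023 and that of edgeR's test here 0.0135. DESeq2 (0.0155), one fit over both tissues (0.0277), the legacy fit (0.0219) and the thinned libraries (0.0316) lie within 1.5 times the paper's P, and the size factors of DESeq2, no filter, the robust fit, limma-voom and the block lie outside. For *MHCY6* in the pancreas, the paper's is 0.022 and that here 0.0142. The robust fit (0.0147), the legacy fit (0.0218) and the thinned libraries (0.0259) lie within 1.5 times it, and the size factors of DESeq2, its Wald test, no filter, one fit over both tissues, limma-voom and the block lie outside. For ENSGALG00010007006 in the pancreas, the paper's is 0.004 and that here 0.00046. Only the legacy fit (0.0043) lies within 1.5 times it, and the other alternatives tried on it lie outside. The legacy fit with the robust one, chosen after seeing the values, gives 0.0228, 0.0223 and 0.00442 for the 3 genes and drops 0 of the paper's DEGs.

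The paper lists as DEGs 4 linked genes that did not pass both thresholds here. A further gene, of the pancreatic pair that could not be told from each other (*RBP* and *MCOLN2*), did not pass either. *VEPH1* (-1.83, edgeR's unadjusted P 0.0564) passes in DESeq2, one fit over both tissues, the legacy fit and without SB replicate 3, 4, 5 or 6. *KRT24* (-0.99, 0.0536) passes in DESeq2, the legacy fit, the thinned libraries and without SB replicate 2, 3 or 5. *GAL3ST2* (-1.70, 0.0517) passes in DESeq2, one fit over both tissues, the legacy fit, the thinned libraries and without control replicate 3 or SB replicate 3, 4 or 5. *ENTPD8L2* of the pancreas (-1.34, 0.0506) passes in DESeq2, one fit over both tissues, the legacy fit, the thinned libraries, with the block and without control replicate 6, SB replicate 3 or SB replicate 4. The legacy fit with the robust one, chosen after seeing the values, calls all 4 and drops 0 of the paper's DEGs.

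The Results name *POU1F1* as changed in the pancreas, whereas Supplementary Table 1 lists it for the jejunum. Here, its log2 fold change was -0.79 in the pancreas (edgeR's unadjusted P 0.241), and -1.46 in the jejunum (0.0418). The text counts more jejunal terms as significant than the 3 of the 6 terms in Table 6 whose printed P is under 0.05.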

Other observations

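The tests of one broiler behind each label number and of mates counted singly were chosen only after the result was seen.

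In 100 splits of the jejunum libraries into groups of the same sizes, the real one included, 82 gave at least as many DEGs as the diets did, and in the pancreas 48 of 100 did. The other splits gave 38 to 441 DEGs in the jejunum (median 66) and 37 to 1417 in the pancreas (median 150), and 9 and 7 of 99 gave a gene with an adjusted p under 0.05. Both counts fit chance, so the number of DEGs does not separate the diets from random groups. This does not show that no gene differs. The random splits were not balanced for variation unrelated to diet. Component 1, which did not separate the diets, held 37.1% of the variance in the jejunum and 41.1% in the pancreas. Whether it raised the counts of some splits was not tested.

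Of 93 DEGs higher in the pancreas of SB-fed broilers, 49 are more abundant in the jejunum than in the pancreas. Jejunal tissue in some pancreas samples is argued against as their source, while other parts of the intestine were not measured and stay open: the difference in jejunal signal between the diets would give a median of 0.413% of their excess. That signal, from 40 genes at 100 CPM or more in the jejunum and at least 100 times their pancreatic level, was 0.378 ± 0.487% (SD, n = 6) in control and 0.600 ± 0.817% (SD, n = 5) in SB-fed broilers (exact permutation test, p = 0.519). One library carries each mean: SB replicate 4, at 2.05% (the other SB libraries 0.130 to 0.418%), and control replicate 6, at 1.36% (the others 0.0953 to 0.299%). Without SB replicate 4 the signal was lower in SB-fed (0.238%) than in control broilers, and the median became -0.248%. Without control replicate 6 it was 0.760%, and over all libraries left out in turn at most 0.981% (without SB replicate 5), so the argument does not rest on 1 library. The share accounted for was 18.7% for *SLC9A3* and 8.10% for *AGR2*. It became -20.9% and -4.69% without SB replicate 4 and 33.0% and 15.1% without control replicate 6. It was 50% or more for 1 of the 93 (0 to 5 with each library left out, 5 without SB replicate 1). These shares and medians set jejunal levels scaled over both tissues against an excess scaled within the pancreas, where values are lower. *AGR2* averaged 7.95 CPM in the pancreas on the first scale, against 2.06 (control) and 7.45 CPM (SB) on the second. The shares are therefore overstated in size. Within diets, the 93 genes correlated at a mean of 0.177, against 0.00312 to 0.163 in 1000 sets of other genes of like expression.

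*MHCY6* was higher in SB-fed broilers in both tissues. Whether the genotype of the broilers lies behind this cannot be told: over 10 shared label numbers, the tissues correlated within diet at 0.352 (exact permutation test, p = 0.286), and at -0.119 without the 2 farthest. A response to diet and reads shared between genes of the family also stay open.

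Libraries of the 2 tissues with the same label number deviated from their diet means together, with a mean correlation of 0.0851 against -0.0208 for other numbers (exact permutation test, one-sided, p = 0.00549). That fits 1 broiler behind each number, though only 4 of 10 numbers exceeded 0.1.

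Total counts were 6.73 to 8.84 times the reads of Table 3. Mates counted singly would give at most 2 times, so the smallest ratio, 6.73, argues against that as the whole difference. No other explanation was tested.

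In a principal component analysis, component 1 held 76.7% of the variance of all libraries and separated the tissues. Component 1 within the jejunum (37.1%) and the pancreas (41.1%) did not separate the diets (exact permutation tests, p = 0.974 and p = 0.827). Components 2 to 4 gave p = 0.346, 0.565 and 0.0649 in the jejunum and p = 0.260, 0.0455 and 0.697 in the pancreas in the same exact permutation test, unadjusted for the 8 tests, and pancreatic component 3 held 9.57% of the variance.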
